# The role of stretch, tachycardia and sodium‐calcium exchanger in induction of early cardiac remodelling

**DOI:** 10.1111/jcmm.15504

**Published:** 2020-06-22

**Authors:** Natasa Djalinac, Senka Ljubojevic‐Holzer, Ingrid Matzer, Ewald Kolesnik, Katharina Jandl, Birgit Lohberger, Peter Rainer, Akos Heinemann, Simon Sedej, Dirk von Lewinski, Egbert Bisping

**Keywords:** Calcium/Calmodulin‐dependent protein kinase II (CaMKII), cardiac remodelling, ET coupling (ETC), hypertrophy, mechanical stretch, neonatal rat ventricular cardiomyocytes (NRVCM), RNA expression, sodium‐calcium exchanger (NCX), tachycardia

## Abstract

Stretch and tachycardia are common triggers for cardiac remodelling in various conditions, but a comparative characterization of their role in the excitation‐transcription coupling (ETC) and early regulation of gene expression and structural changes is lacking. Here, we show that stretch and tachycardia directly induced hypertrophy of neonatal rat cardiac myocytes and also of non‐myocytes. Both triggers induced similar patterns of hypertrophy but had largely distinct gene expression profiles. *ACTA1* served as good hypertrophy marker upon stretch, while *RCAN1* was found increased in response to tachycardia in a rate‐dependent fashion. Mechanistically, several calcium‐handling proteins, including the sodium‐calcium exchanger (NCX), contributed to ETC. Phosphorylation of the calcium/calmodulin‐dependent protein kinase II (CaMKII) was elevated and occurred downstream of NCX activation upon tachycardia, but not stretch. Microarray profiling revealed that stretch and tachycardia regulated around 33% and 20% genes in a NCX‐dependent manner, respectively. In conclusion, our data show that hypertrophy induction by stretch and tachycardia is associated with different gene expression profiles with a significant contribution of the NCX.

## 1 INTRODUCTION

Cardiac remodelling describes the gradual functional and structural changes in which the heart undergoes under pathological conditions.^1^ Excitation‐transcription coupling (ETC) is a very early key feature of this remodelling process and consists of the activation of ion‐handling molecules at the sarcolemma followed by altered fluxes of Na^+^ and Ca^2+^, which trigger downstream signalling cascades that eventually target transcription with subsequent structural changes.^2^, ^3^ Hypertrophy is one of the earliest structural features to be recognized and is an important prognostic marker.^4^ Several calcium‐ and sodium‐handling molecules have been found to be involved in ETC and hypertrophy.^5^, ^6^ This is why we addressed the following in our report: sodium‐calcium exchanger (NCX), sodium‐proton exchanger (NHE), sodium channel (Nav 1.5), sodium potassium pump (Na^+^/K^+^ ATPase), L‐type calcium channel (LTCC), transient receptor potential channel (TRP), calcium/calmodulin‐dependent protein kinase II (CaMKII) and calcineurin.

The aim of our study was to characterize in detail the similarities and the differences of two clinically important remodelling triggers: stretch and tachycardia. In primary rat cell culture (of myocytes and non‐myocytes), we compared their modification of the cellular phenotype, their underlying ET coupling and genome‐wide RNA expression profile.

Stretch is the cellular equivalent to cardiac pressure overload which is present in various clinical conditions such as hypertensive heart disease.^7^ In rat cell culture, cyclic stretch on flex membranes has been described as a relevant in vitro model to mimic pressure overload^8^

Tachycardia is also a potent trigger of cardiac remodelling.^9^, ^10^ If it is sustained over long term, it can result in a heart failure phenotype described as tachycardiomyopathy.^11^ The phenotype might be similar, but its better reversibility and its typically normal wall thickness distinguish it from pressure overload. Hypertrophy, if present at all, was considered as a potential secondary response to increased wall stress after pacing‐induced cell death in remote parts of the heart.^12^

## 2 MATERIAL AND METHODS

Detailed description of the experimental procedures is found in the Extended Material and Methods section of the Supplemental Material.

### 2.1 Cell culture

The isolation of primary neonatal rat ventricular cardiomyocytes (MC) and cardiac non‐myocytes (NMC) was conducted on 1‐ to 3‐day‐old neonatal Wistar rats. The procedure was approved by the institutional local animal care and use committee.

### 2.2 Mechanical strain (stretch)

The Flexcell FX5K Tension System (Flexcell International Corp, Burlington, USA) was used to apply a mechanical cyclic tensile strain of 120% at 0.5 Hz frequency on MC and NMC cells for up to 72 hours. Cells grown under the same conditions but in the absence of the strain protocol served as control.

### 2.3 Electrical field stimulation (Tachycardia)

Field stimulation was applied using a C‐Pace EP culture pacer (IonOptix, Westwood, USA) at the stimulation rates 1‐8 Hz, 5‐8 V/cm electrode distance and 4 ms pulse duration for 3‐48 hours as indicated. Stimulation voltage was defined as a 2‐fold stimulation threshold at which at least 50% of cells responded with contraction. Unstimulated cells (0 Hz) and normal rate pacing cells (1 Hz) served as controls.

### 2.4 Antagonist treatment

Cells were incubated with or without selective inhibitors (for details, please refer to the Extended material and methods) for 1 h before being subjected to stretch or tachycardia.

### 2.5 Quantitative real‐time PCR (qPCR)

All qPCR experiments were performed with a LightCycler® 480 Instrument (Roche Applied Sciences, Penzberg, Germany) following the MIQE guidelines. Primer and probe sequences are provided in the Table S1. Efficiency correction for all primer sets was performed using GenEx 5.4.4. (MultiD, Gothenburg, Sweden). Relative gene expression was determined using the 2^‐ΔΔCt^ quantification method.

### 2.6 Microarray hybridization

Microarray hybridization was carried out using Rat Gene 2.0 ST Array (Thermo Fisher Scientific, Wilmington, USA). Data pre‐processing and filtering were done with the Partek^®^ Genomics Suite^®^ software (V.6.6). Validation was performed by qPCR for selected genes. Bioinformatical assessment was done with Ingenuity^®^ Pathway Analysis software (Qiagen, Hilden, Germany). The microarray data can be accessed via the GEO database under the series number GSE135172.

### 2.7 Immunofluorescent staining

After the stimulation period, cells were fixed in 4% PFA, stained for specific antigens using primary antibodies against desmin (DAKO), DDR2 (Santa Cruz), NCX (SWANT), P4HB, Vimentin, P‐CaMKII, ADAMTS13 (Abcam), incubated with fluorophore‐conjugated secondary antibodies and visualized on Zeiss LSM 510 Meta and Nikon A1 confocal microscopes. The images were analyzed using ImageJ software (ImageJ 1.46r, NIH, USA).

### 2.8 Flow cytometric staining

NCM were stained with eBioscience^™^ Fixable Viability Dye eFluor^™^ 506 dye to assess viability and incubated using NCM specific antibodies, namely APC/Fire 750 anti‐rat CD45 antibody (BioLegend) and PE anti‐rat CD31 antibody (Miltenyi Biotec). Fluorescent signal was acquired with a Cytoflex S (Beckman Coulter, USA).

### 2.9 Statistical analysis

Statistical analysis was performed using GraphPad Prism 8 (GraphPad Software, Inc, La Jolla, USA). Results are represented as mean ± SEM *P*‐value < 0.05 was considered statistically significant.

## 3 RESULTS

### 3.1 Effects of stretch and tachycardia on morphology in cardiac myocytes and non‐myocytes

First, we investigated the morphology and size of cardiac myocytes (MC) and non‐myocytes (NMC) in response to stretch (ST) and tachycardia (TC). On the one hand, immunofluorescent analysis of the CM culture revealed 70% desmin‐positive cells, confirming a myocyte‐enriched culture. The vast majority of CM maintained frequency‐dependent excitation‐contraction coupling throughout the interventions as demonstrated upon regular exchange of the cell culture media. On the other hand, the NCM culture consisted of 95% cells positive for the NCM selective marker P4HB, while negative for the cardiomyocyte‐specific marker desmin. We further explored the cell type composition of NMC by flow cytometry and immunochemistry (Figure S1), which revealed that the majority of NMC were fibroblasts (90%), and only small portions were formed by endothelial cells (5%), inflammatory cells (4%) and others (1%).

Stretch moderately increased MC surface area for 10%, reaching significance the earliest by 72 hours (Figure 1A, *P* < .001, n = 1800). This was accompanied by cell elongation as evidenced by 8% increase of the cell length‐to‐width ratio (Figure 1B, *P* < .001). Cell adhesion and viability appeared unchanged at this time‐point (Figure 1E).

**FIGURE 1:**
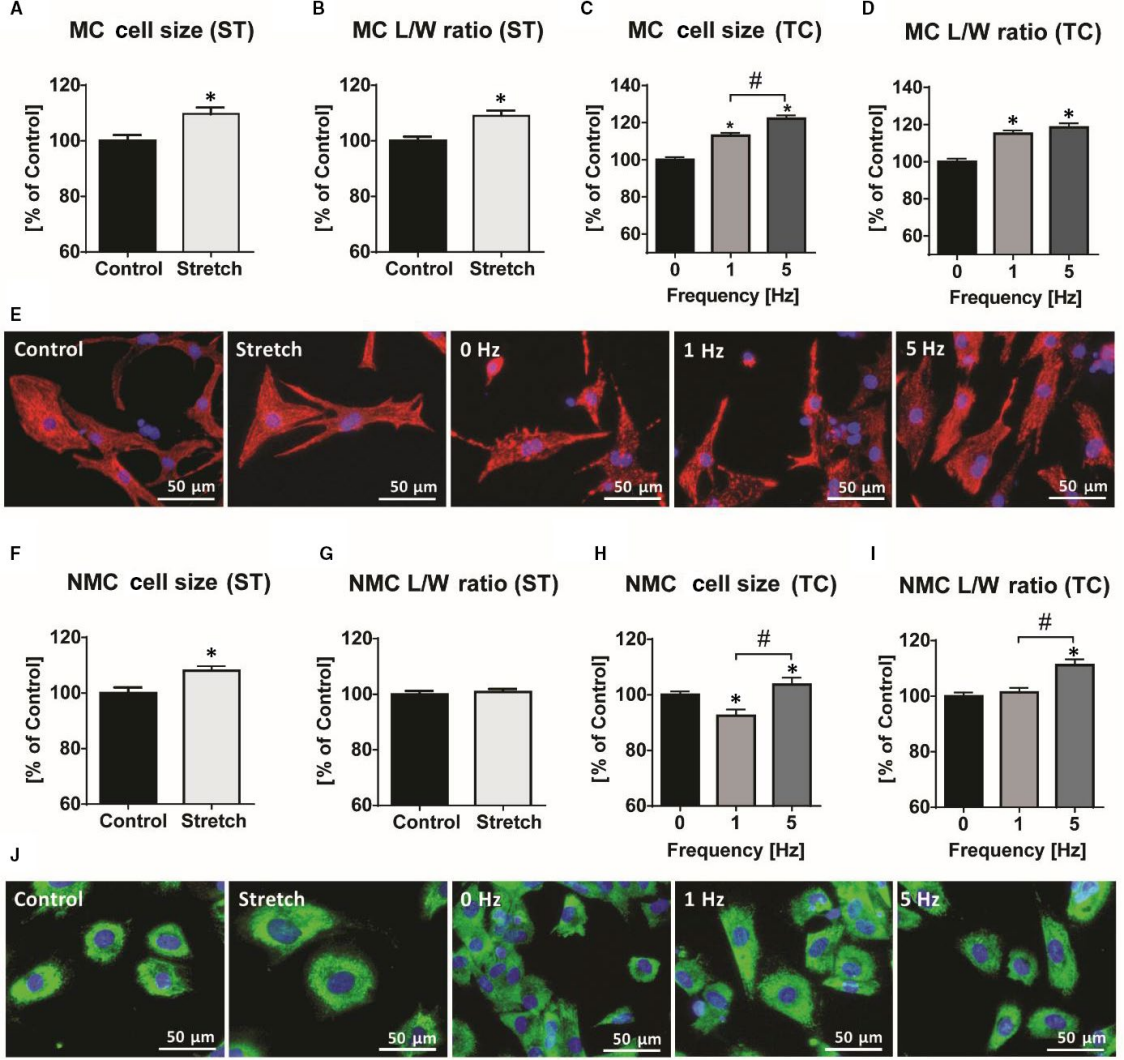
Morphological characteristics of neonatal rat ventricular myocytes (MC) and non‐myocytes (NMC) upon mechanical stretch (ST) and tachycardia (TC). A, Induction of MC hypertrophy and B, elongation presented as length‐to‐width ratio after 72 h of ST. C and D, Frequency‐dependent changes in MC size and elongation after 48 h of tachycardia. F and G, ST induces NMC hypertrophy after 72 h without effects on cell elongation (length‐to‐width ratio). H, I, Increase in NMC cell size and elongation after TC (5 Hz). E, J, Immunofluorescent staining of representative fields from bio‐flex and 35 mm dishes. ^*^ *P *< .05 vs control ^#^ *P *< .05 for pairwise comparison. Average cell count: n = 700‐1000 per group

Tachycardia induced a complex response in MC, which unexpectedly increased in size after 48 hours at 1 Hz (ie a non‐tachycardic stimulation). This was associated with a pronounced eccentric pattern compared to unstimulated controls. Stimulation at 5 Hz further increased the cell size, indicating a frequency‐dependent hypertrophy with an identical eccentric pattern (Figure 1C‐D). Cell viability gradually decreased under tachycardia, which prevented us to generate reproducible data at 8 Hz stimulation after 48 hours (data not shown).

### 3.2 Cell type dependence of Stretch‐ and Tachycardia‐induced gene regulation

The enriched MC and pure NMC were used to address cell type dependence of trigger induced gene expression changes. We picked 5 marker genes which all have been linked to hypertrophy in a variety of in vivo and in vitro models. The selection is discussed in detail in paragraph 4.2.

Stretch in MC resulted in a time‐dependent up‐regulation of marker genes with a peak effect at 24 hours (Figure S2). At the 24‐hours time‐point, 4 out of 5 marker genes were up‐regulated (Figure 2A) with the gene *ACTA1* showing the most pronounced response. On the contrary, non‐myocytes (NMC) showed only a slight up‐regulation of the natriuretic peptides without expression changes of any other investigated marker gene at 24 hours (Figure 2B).

**FIGURE 2:**
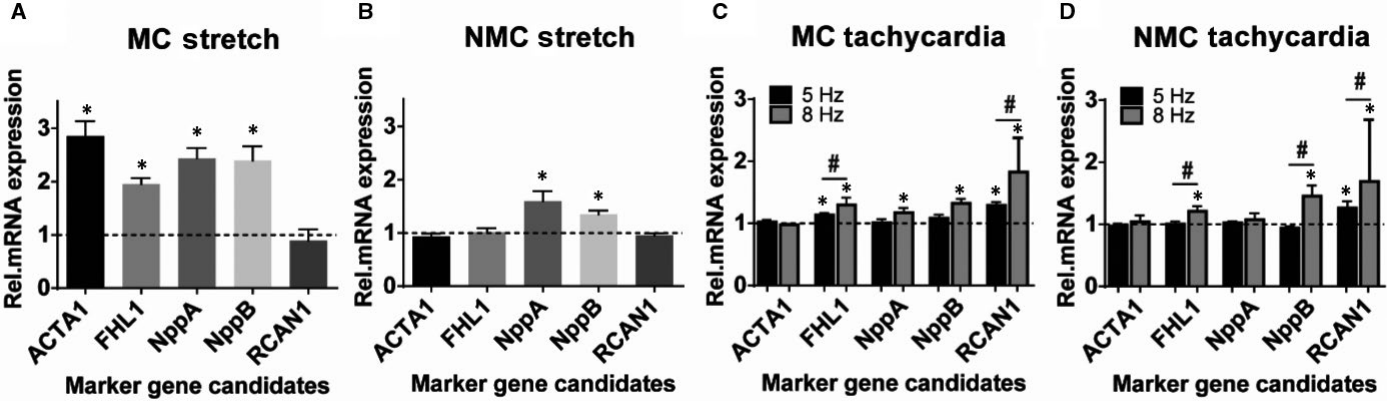
Gene expression changes induced by stretch (ST) and tachycardia (TC) in neonatal rat ventricular myocytes (MC) and non‐myocytes (NMC). A, Up‐regulation of remodelling marker genes after 24 h of ST in MC. B, Up‐regulation after 24 h of ST in NMC. C, D, Rate‐dependent gene expression changes after 3 h of TC in MC (C) and NMC (D). Dashed line represents the baseline expression of the corresponding control. ^*^ *P *< .05 vs control, ^#^ *P* < .05 for pairwise comparison. n = 4‐13 cell cultures

Tachycardia in MC resulted in largely unchanged gene expression levels when performing a timeline screening (Figure S3). However, *RCAN1* showed a slight but significant up‐regulation at 3 hours. Therefore, our further assessment was performed exclusively at this single time‐point but with two distinct stimulations rates, 5 Hz and 8 Hz. Under these settings, cell viability was only slightly decreased at maximum tachycardic rate versus 1 Hz (61.5% vs 66.5%, *P* < .05). We found a clearly rate‐dependent up‐regulation: *FHL1* and *RCAN1* were mildly up‐regulated at 5 Hz and significantly stronger up‐regulated at 8 Hz. The natriuretic peptides *NppA* and *NppB* were also mildly up‐regulated but reached level of significance only with 8 Hz stimulation (Figure 2C). In NMC, effects were less pronounced than in MC but still clearly present: 5 Hz stimulation induced up‐regulation of *RCAN1*, and 8 Hz stimulation resulted in up‐regulation of *FHL1, NppB* and *RCAN1.* The effect for *RCAN1* was rate‐dependent (Figure 2D).

### 3.3 Excitation‐transcription coupling of Stretch‐ and Tachycardia‐induced gene regulation

To gain mechanistical insights for upstream regulators of our selected marker genes, we performed inhibition of 7 sarcolemmal and 2 intracellular Na^+^‐ and Ca^2+^‐handling proteins. We found that out of the sarcolemmal protein inhibitors KB‐R7934, a reverse mode inhibitor of the sodium‐calcium exchanger (NCX) significantly blocked the up‐regulation of the strongest up‐regulated gene *ACTA1* (*P* < .001, Figure 3A). In addition, it significantly attenuated the up‐regulation of *FHL1* and of *NppA*. SKF‐96365, a broad range TRP channel inhibitor, significantly repressed *ACTA1* and *NppA* up‐regulation (*P* < .05). All other sarcolemmal protein inhibitors only showed non‐significant trends in our screening approach (Figure S4).

**FIGURE 3:**
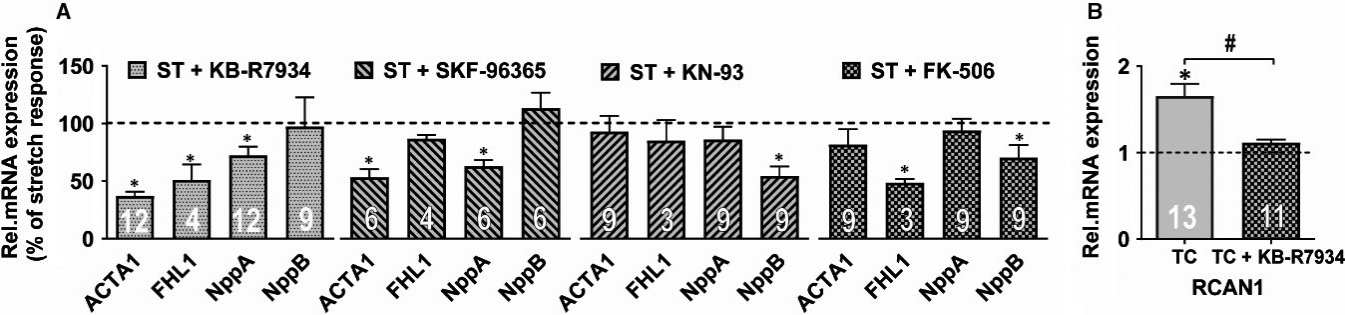
Excitation‐transcription (ET) coupling in stretch (ST) and tachycardia (TC). The experiments were performed in 4 groups: stretch/tachycardia + vehicle, control + vehicle, stretch/tachycardia + inhibitor and control + inhibitor. The treatments were normalized to their corresponding control group (group 1 to group 2; group 3 to group 4). A, Marker gene expression upon inhibition of sarcolemmal and intracellular signalling targets in stretched myocytes. B, *RCAN1* gene expression in the absence and presence of the NCX inhibitor KB‐R7934 after 3 h of TC stimulation. The dashed line represents the baseline expression of the corresponding controls. ^*^ *P* < .05 ^#^ *P* < .05 (stretch + inhibitor vs control + inhibitor). Numbers in bars represent the number of technical replicates

The calcium sensors CaMKII and calcineurin were evaluated as the intracellular downstream candidate molecules for ET coupling: We found for CaMKII that its low‐specificity inhibitor KN93 blocked the stretch‐mediated up‐regulation of *NppB* (*P* < .05). Also, the calcineurin inhibitor FK506 repressed *FHL1* and *NppB* up‐regulation (Figure 3A).

We tested whether inhibition of the NCX, as the most relevant target in stretch, had also effects in tachycardia‐induced gene regulation: We found that the up‐regulation of *RCAN1* after 3 hours of tachycardia stimulation (Figure 3B) was significantly reversed to near‐baseline expression (*P* < .001).

### 3.4 Increased NCX expression by Stretch, increased CaMKII phosphorylation by Tachycardia

Having shown that NCX activity is involved in ET coupling for stretch and tachycardia, we were interested whether also its protein expression levels might have changed. NCX expression levels were measured by immunofluorescence (Figure 4A) and found to be increased upon 24 hours of stretch (Figure 4B). This effect was abolished by application of the NCX inhibitor KB‐R7943 suggesting that increased NCX expression is a consequence of increased activity. Furthermore, NCX up‐regulation was blocked by the CaMKII inhibitor KN93, but also by its inactive analogue KN92, why we consider this as an evidence of an off‐target effect of the KN inhibitors. In contrast to stretch, tachycardia for 3 hours did not induce any expression change (Figure 4C).

**FIGURE 4:**
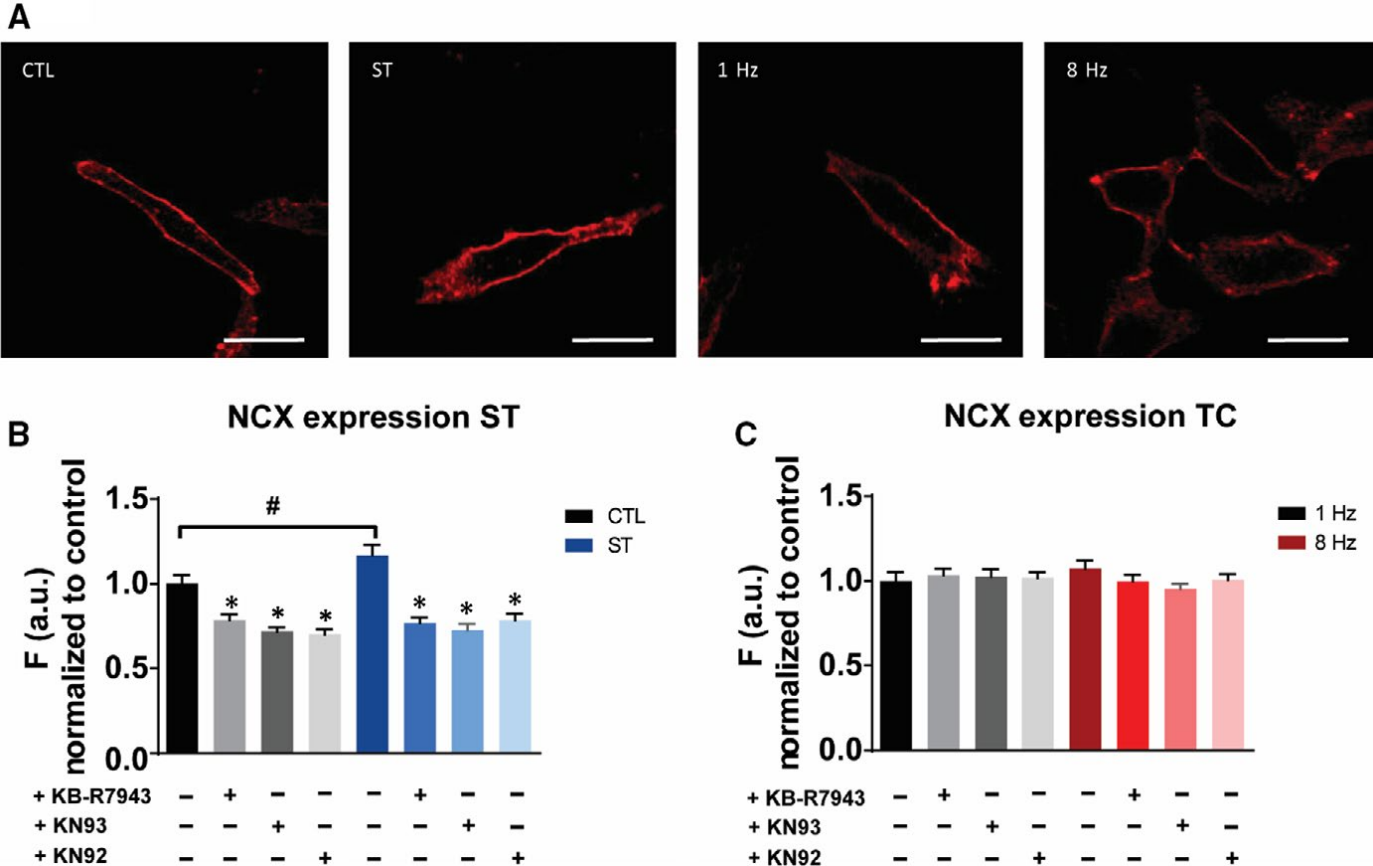
Differential NCX protein expression between stretch (ST) and tachycardia (TC). A, Immunofluorescent staining of representative fields from bio‐flex and 35 mm dishes, scale bar = 20 µm. B, Increased NCX expression after 24 h of stretch is independent of the CaMKII signalling pathway. C, Tachycardia (8 Hz, 3 h) does not alter NCX expression. ^*^ *P* < .05 vs control/ vs ST, ^#^ *P *< .05. Average cell count n = 500‐600 per group

With the problem of off‐target KN‐inhibitor effects in mind, we now went to investigate CaMKII activity more directly by measuring phosphorylation at its T286 autophosphorylation site (Figure 5A). There was no sign of CaMKII activation during stretch (Figure 5B) which confirmed that the previously mentioned effects of the KN93/92 inhibitors were off‐target. However, with tachycardia (8 Hz) we observed an increase in phosphorylation of 32% with significant (partial) inhibition by KB‐R7943 (Figure 5C). This points to involvement of CaMKII downstream of NCX in tachycardia but not stretch.

**FIGURE 5:**
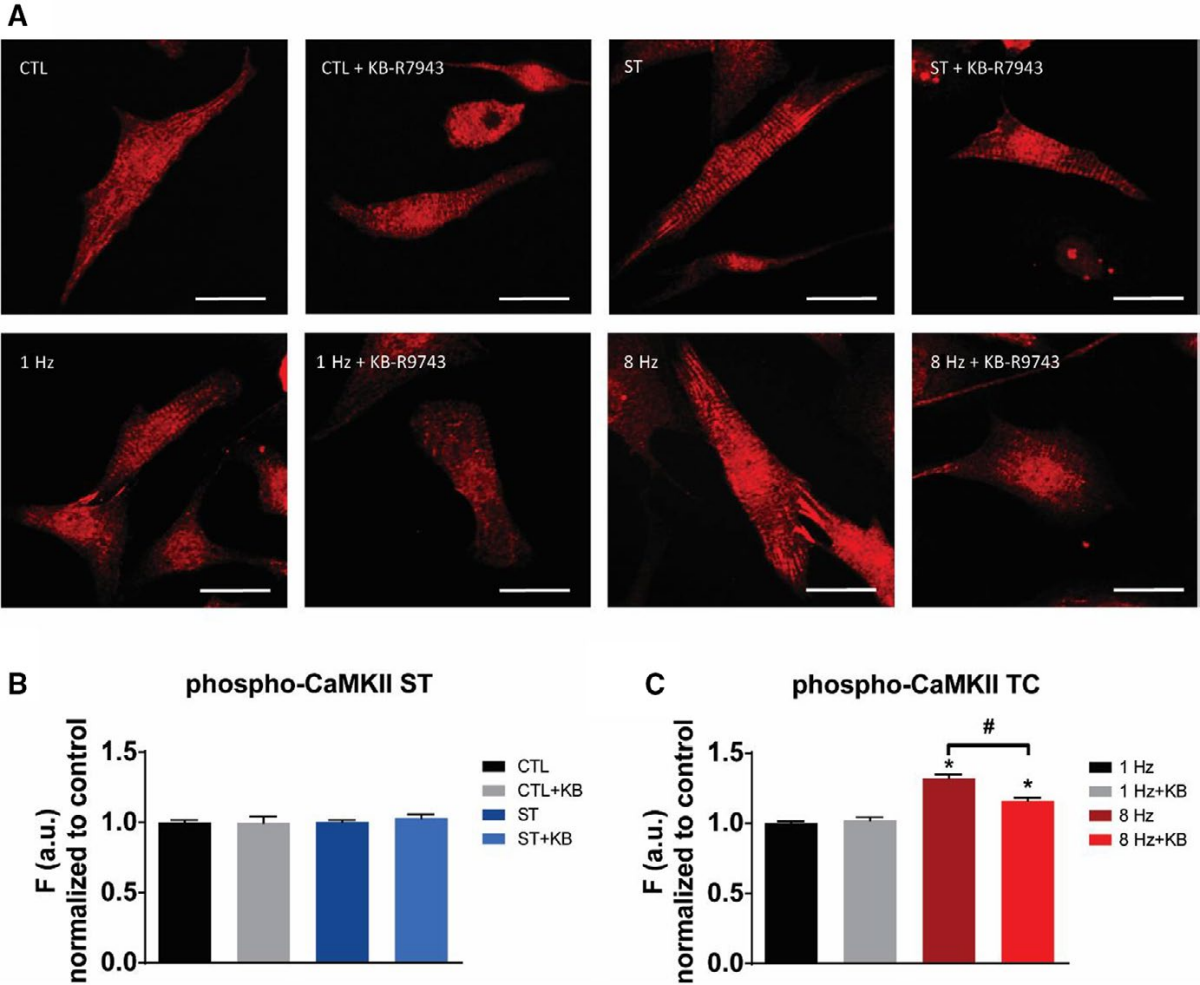
Effect of stretch (ST) and tachycardia (TC) on CaMKII phosphorylation at T286. A, Immunofluorescent staining of representative fields from bio‐flex and 35 mm dishes, scale bar = 20 µm. B, Unchanged phosphorylation of CaMKII after 24 h of ST. C, Increased phosphorylation of CaMKII upon 3 h of tachycardia (8 Hz). *P < .05 vs control, ^#^ *P* < .05. Average cell count n = 1000‐1500 per group

For a potential negative upstream regulator of CaMKII in tachycardia, we checked expression levels of ADAMTS13 with respect to a previous report with connection to arrhythmias.^13^ However, we found no changes in expression levels of ADAMTS13 in ST and TC (Figure S5).

### 3.5 Genome‐wide contribution of NCX in Stretch‐ and Tachycardia‐induced gene regulation

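Ventricular myocytes from newborn rats, plated and kept for 3 days, were profiled on 18 Rat Gene 2.0 ST arrays, 3 biological replicates in each of 6 groups. The paper describes the culture, by desmin staining, as enriched in myocytes and not pure. Its supplement names BrdU treatment to keep remaining non-myocytes from proliferating. The arrays do not tell which cells a signal came from. In the stretch experiment, cells were strained cyclically at 0.5 Hz for 24 h (ST), strained with 10 µM KB-R7943, which blocks the reverse mode of the sodium-calcium exchanger NCX (ST with NCXI), or left static (control). The paper gives the strain as 120% and the sample labels give it as 20%. In the tachycardia experiment, cells were paced for 3 h at 8 Hz (TC), at 8 Hz with 10 µM KB-R7943 (TC with NCXI), or at 1 Hz (control). Each array held RNA pooled from 2 to 6 technical replicates. The 2 experiments differ in duration, control and culture surface as well as in trigger. Differences between them therefore cannot be put down to the trigger alone. None of the 18 arrays came from unstimulated cells given KB-R7943, so the inhibitor's effect can be read only against ST or TC alone. The values are log2 expression of 36685 transcript clusters, as the authors' software summarised and normalised them, and 14824 of these clusters (40.4%) carry exactly 1 gene symbol. Fold changes, their standard errors (SE) and p-values come from limma over the 9 arrays of an experiment, adjusted by Benjamini-Hochberg over all clusters. A cluster is counted at the study's threshold when its unadjusted limma p is under 0.05 and its change is at least 1.2-fold, the values in the legend of Figure 6. The legend does not say whether its p is adjusted, and the supplement names a Benjamini-Hochberg correction for the arrays; the unadjusted p is a reading made here. Gene lists were fixed before the deposited values were examined. The paper's results on these arrays, and values of its Table S2 for the genes it names, had been seen when the analysis was planned. Lists on themes the paper reports are therefore not blind to these data. The lists were tested with camera, a test of limma that sets a list against the other named genes, with 1 cluster per gene. The inter-gene correlation was preset at 0.01, and an estimated correlation was the alternative. With 3 arrays per group, the number of arrays limits the precision of every value.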

Microarray hybridizations were performed in myocytes (MC). Original data files are uploaded to the GEO repository under the series record GSE135172 and will be available for public access upon acceptance of the manuscript.

We found that ST and TC had two largely distinct gene expression profiles and a small commonly regulated fraction consisting of 59 genes (Figure 6A). 

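In stretched myocytes the smallest p-values belonged to genes with lower values than in static cells. Gdf15 (transcript cluster 17707117), a stress-induced cytokine, differed by -2.35 on the log2 scale (SE 0.23, n = 3 arrays per group, limma adjusted p = 0.079). Trib3, a pseudokinase of the integrated stress response, stood at -2.21 (SE 0.25, adjusted p = 0.079) and Slc3a2, a subunit of amino acid transporters, at -1.47 (SE 0.19, adjusted p = 0.117), all 3 genes with the 3 ST arrays below the 3 control arrays. All 27 genes of the integrated stress response list had lower means in ST, with a median of -0.69 (camera adjusted p = 3.4e-33, adjusted p = 0.141 with an estimated correlation). The NRF2 and glutathione list had 19 of 20 lower means, median -0.61 (camera adjusted p = 1.85e-17, adjusted p = 0.247 with an estimated correlation), and the immediate early list 27 of 30, median -0.43 (camera adjusted p = 9.77e-13, adjusted p = 0.141 with an estimated correlation). Over all clusters, 0 members of these lists passed an adjusted p of 0.05 by limma in ST, while adjusted over the list alone 20, 13 and 16 were lower; at the study's threshold 22, 15 and 16 were lower. Among higher values stood Pik3r3, a regulatory subunit of phosphoinositide 3-kinase, at 0.77 (SE 0.14, adjusted p = 0.215), and the junction protein Cgnl1 at 0.77 (SE 0.13, adjusted p = 0.215), each with all 3 ST arrays above the controls. In paced myocytes, 17 of 19 heat shock genes had higher means than at 1 Hz, median 0.31 (camera adjusted p = 1.69e-06, adjusted p = 0.852 with an estimated correlation). The immediate early list had 27 of 30 higher means after pacing, median 0.23 (camera adjusted p = 0.000174, adjusted p = 0.99 with an estimated correlation), the reverse of its direction in ST. Without TC control replicate 2 the heat shock and immediate early medians were 0.56 and 0.42, and the immediate early call ended without TC control replicate 3 or TC replicate 2 (medians 0.07 and 0.09, camera adjusted p = 0.625 and 0.448). Single genes with higher values in all 3 TC arrays were the transcription factor Foxq1 at 0.45 (SE 0.11) and Arfgap3, a regulator of Golgi transport, at 0.48 (SE 0.11), both with an adjusted p of 1 by limma.

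For ST 2734 clusters passed the study's threshold (1144 higher, 1590 lower), and for TC 1433 (767 higher, 666 lower). With adjusted p under 0.05, limma, the methods' t-test and the study's test, as recomputed here, each gave 0 clusters for ST and 0 for TC. At an unadjusted p under 0.05 limma gave 2875 and 1473, where 1830 are expected with no effect. The study's test, which takes the replicate number into account, gave 3562 and 2009. ST and TC shared 108 clusters, against 107 for independent sets, 43 in the same direction (52.8 expected) and 65 in opposite directions (54 expected). Fold changes of ST and TC, which have no array in common, had a Pearson r of -0.0141 and a Spearman rho of -0.0252 across clusters. The paper concludes that each trigger mainly brings out a programme of its own. The count of 0 for ST became 26 with all 18 arrays in 1 limma fit, 6 with limma's trend and robust options, 20 over clusters with exactly 1 gene symbol and 25 without ST control replicate 1. The 108 shared clusters became 208 with the replicate number as a block, 173 without TC control replicate 2, 39 with the methods' t-test, 41 at 1.5-fold and 37 over clusters with 1 symbol.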

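RGD1559545, an uncharacterised rat gene, had the largest difference of the genes in Figure 6D, 2.00 (SE 0.93) on the log2 scale in ST and 0.50 (SE 0.37) in TC (n = 3 arrays per group). Krt80, an epithelial keratin, stood at 0.79 (SE 0.28) and 0.48 (SE 0.13), and St8sia2, which adds polysialic acid to cell surface proteins, at 0.92 (SE 0.35) and 0.27 (SE 0.12). Lgals5, a galectin, had nearly equal values, 0.47 (SE 0.19) in ST and 0.45 (SE 0.19) in TC. On the lower side were Ampd3, an AMP deaminase, at -1.34 (SE 0.26) and -0.33 (SE 0.15), Napb, a protein of vesicle fusion, at -0.88 (SE 0.18) and -0.64 (SE 0.21), and Terc, the RNA of telomerase, at -0.72 (SE 0.19) and -0.38 (SE 0.10). All 19 genes of that panel had the same sign in ST and TC, 13 higher and 6 lower than control. At the study's threshold limma counted 16 of the 19 in ST and 7 in TC, the 7 among the 16. The panel was picked by the study on these same arrays, so its agreement in sign is no independent evidence of direction. Sh3d19 is read here on the cluster of Table S2, which is not its brightest one.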

Figure 6D shows genes with the highest fold changes that belong to this commonly regulated intersection. It becomes apparent that ST resulted in higher fold changes and that TC had rather marginal effects. In addition, the graph shows the effect of inhibition of the sodium‐calcium exchanger (NCXI), which inhibited the trigger‐dependent gene regulation in 47% (29 out of 59) of the common regulated genes. 

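Gdf15, with the smallest p-value in ST, stood at 0.09 (SE 0.48) on the log2 scale in TC, and Trib3 and Slc3a2 at 0.31 (SE 0.33) and 0.14 (SE 0.16) (n = 3 arrays per group). Of the 59 genes that the study's Table S2 gives as common to both triggers, 41 had the larger change in ST, with a median size of 0.47 against 0.37 on the log2 scale. The sizes come from a list the study chose on these arrays. The ST effect on integrated stress response genes differed from the TC effect by a median of -0.76 (camera adjusted p = 2.19e-29, adjusted p = 0.0378 with an estimated correlation), the immediate early genes by -0.62 (adjusted p = 2.12e-12, adjusted p = 0.251 with an estimated correlation) and the mitosis and G2/M genes by 0.53 (adjusted p = 3.53e-09, adjusted p = 0.434 with an estimated correlation). For single clusters, limma's test of the ST effect against the TC effect gave 0 at an adjusted p under 0.05, the smallest being 0.308, and 2210 at an unadjusted p under 0.05. Over all 36685 clusters the median size of the log2 difference was 0.12 in ST and 0.11 in TC. Among clusters at the study's threshold, 157 of 2734 in ST (5.74%) and 115 of 1433 in TC (8.03%) changed more than 2-fold. The 3 arrays of a trigger lay wholly above or below its 3 controls for 12.3% of clusters in ST and 8.58% in TC, where chance gives 10% for arrays without pairing. Without ST control replicate 1, 5 clusters differed between the 2 triggers at an adjusted p under 0.05. Without TC replicate 1 the median difference of the mitosis list was 0.32.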

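With NCXI, Krt80 stood at -0.59 (SE 0.28) on the log2 scale against ST alone and -0.19 (SE 0.13) against TC alone (n = 3 arrays per group), and Napb, lower with both triggers, at 0.38 (SE 0.18) and 0.35 (SE 0.21). The polysialyltransferase St8sia2 was at -0.28 (SE 0.35) and -0.25 (SE 0.12). B4galt5, a galactosyltransferase with higher values in both triggers, stood higher again, at 0.69 (SE 0.21) on ST and 0.20 (SE 0.13) on TC. Lgals5 stood at 0.08 (SE 0.19) and 0.02 (SE 0.19) from the triggers alone. Of the 108 clusters counted for both triggers at the study's threshold by limma, 51 (47.2%) were also counted with NCXI in the direction opposite to a trigger: 33 on ST, 24 on TC and 6 on both. Of the 59 genes in the sheet of Table S2, limma counted 25 in the opposite direction (42.4%), a list chosen by the study on these arrays. Each trigger's arrays stand in both the comparison with control and the comparison with NCXI, which favours opposite signs even where no gene responds. Without TC replicate 2 the 51 clusters became 84, and their share 57.5%. With the replicate number as a block they became 107, with the methods' t-test 14, with the study's test 33, without the dimmest clusters 32, over clusters with 1 symbol 15 and at 1.5-fold 19.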

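Tgfb2, a ligand of the transforming growth factor beta family, stood 1.36 (SE 0.35) on the log2 scale from control in ST and 0.34 (SE 0.19) in TC, and -0.53 (SE 0.35) and -0.44 (SE 0.19) with NCXI against each trigger (n = 3 arrays per group). Rai2, induced by retinoic acid, was at 1.29 (SE 0.46) and 0.32 (SE 0.14), and at -0.90 (SE 0.46) and -0.36 (SE 0.14) with NCXI. Efnb2 encodes ephrin-B2, a membrane ligand of Eph receptors. It stood at 0.59 (SE 0.29) and 0.40 (SE 0.29), and at -0.71 (SE 0.29) and -0.59 (SE 0.29) with NCXI. SLPIL3 is listed in the annotation used here as Slpi-ps2, related to the gene of a secreted protease inhibitor. Its values were 0.44 (SE 0.16), 0.39 (SE 0.13), -0.41 (SE 0.16) and -0.43 (SE 0.13) in the same order. Isg15, an interferon-induced ubiquitin-like protein, was lower with both triggers, -0.79 (SE 0.21) and -0.29 (SE 0.15), and stood at 0.82 (SE 0.21) and 0.11 (SE 0.15) with NCXI. At the study's threshold limma counted Tgfb2 in ST and with NCXI on TC, Rai2 in all but NCXI on ST, Efnb2 with NCXI on ST, Slpi-ps2 in all 4 comparisons and Isg15 in ST and with NCXI on ST. The study's test, as recomputed here, counted both Efnb2 and Slpi-ps2 in all 4 comparisons. No adjusted p of these 5 genes was under 0.265 by limma. The group means of Slpi-ps2, 2.22 to 2.69, lie below the lower quartile of every array (3.75 to 3.83), so its signal is near background.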

Among the latter were *TGFB2, RAI2, EFNB2* and *SLPIL3*, while *ISG15* was among the strongest down‐regulated genes with NCX dependency.

**FIGURE 6:**
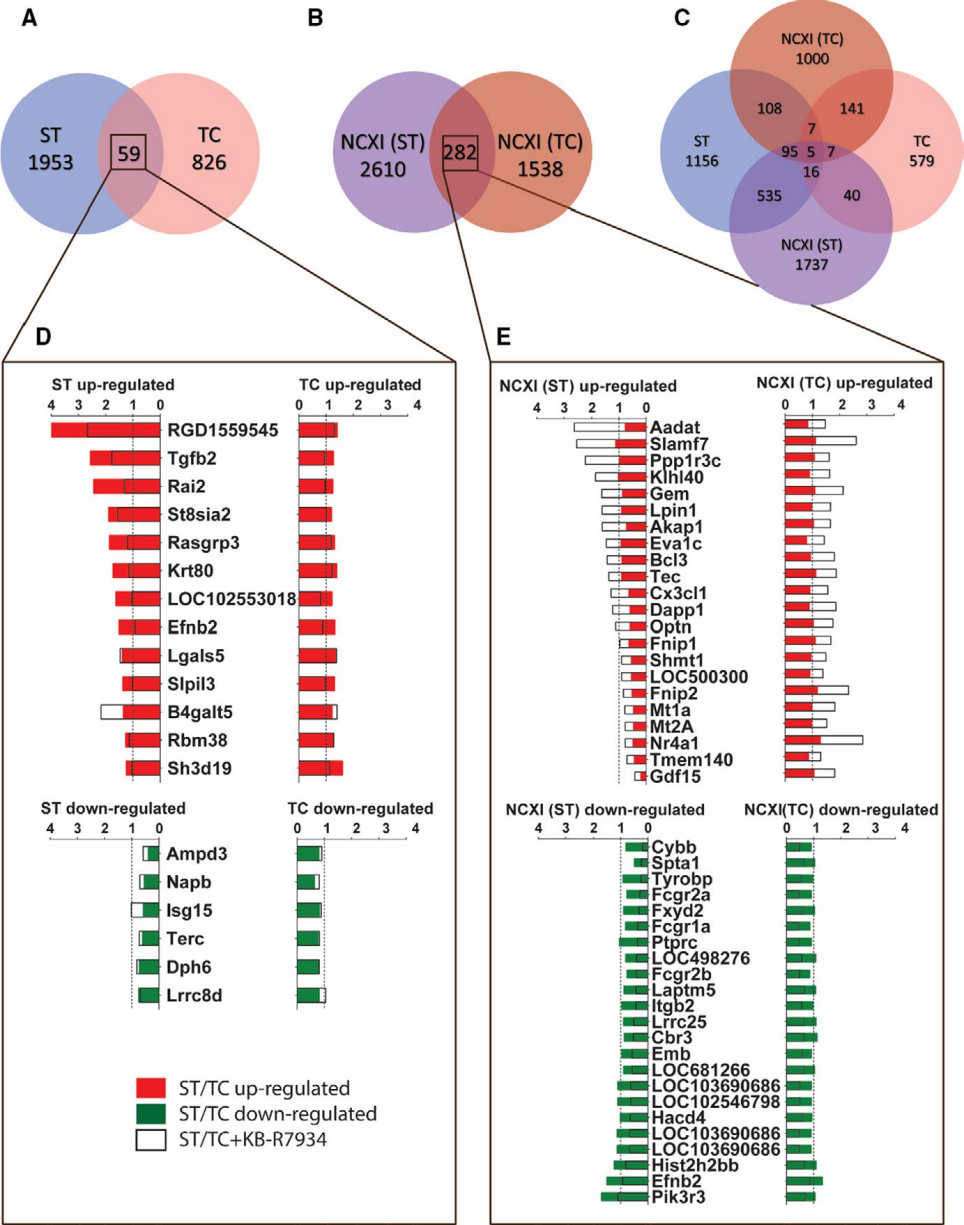
Microarray gene expression in neonatal rat ventricular myocytes (MC). The hybridization was performed in 6 groups: stretch (ST), control for ST, tachycardia (TC), control for TC, ST combined with NCX inhibition (NCXI) and TC combined with NCXI. A and D, Genes regulated either via stretch (ST) or tachycardia (TC) stimulation or by both triggers. B and E, Genes regulated by the NCX inhibitor KB‐R7934 (NCXI) in combination with ST or TC. C, Venn diagrams that display group interactions were generated from the microarray dataset thereby considering *P* < .05 and fold change cut‐off from at least 1.2‐fold up‐ or −1.2 down‐regulated (0.83 2^‐ΔΔCT^ ratio). TC/ST + KB‐R7934 (NCXI) was presented normalized to control, B, statistical significance confirmed comparing ST/TC vs ST/TC + KB‐R7934 (NCXI). n = 3 biological replicates per group

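Nr0b2, an orphan nuclear receptor that represses other receptors, rose by 1.80 on the log2 scale with NCXI on ST (SE 0.16, n = 3 arrays per group, limma adjusted p = 0.0354), with all 3 arrays above ST alone. Among other genes with small p-values were Car8, a carbonic anhydrase-related protein, at 1.71 (SE 0.20, adjusted p = 0.0625), and Gbp1, an interferon-induced GTPase, at 1.31 (SE 0.16, adjusted p = 0.0625), both higher in 3 of 3 arrays. Ccn1, a matrix protein that binds integrins, was lower in 3 of 3 arrays, at -0.96 (SE 0.15, adjusted p = 0.0971). The fatty acid synthesis list had 12 of 13 higher means with NCXI on ST, median 0.71 (camera adjusted p = 2.24e-08, adjusted p = 0.312 with an estimated correlation), 10 of them adjusted over the list alone and 0 over all clusters, among them Acss2 at 0.92 (SE 0.16) and Acly at 0.84 (SE 0.17). With NCXI on TC, Ppargc1b, a coactivator of mitochondrial genes, had the smallest p, at 1.12 (SE 0.15, adjusted p = 0.338), higher in 3 of 3 arrays, and Edn1, which encodes endothelin-1, was lower in 3 of 3 arrays, at -0.88 (SE 0.18, adjusted p = 0.563). The NF-kappaB and cytokine list had 26 of 31 higher means on TC, median 0.56 (camera adjusted p = 3.07e-14, adjusted p = 0.323 with an estimated correlation), 11 of them adjusted over the list alone and 0 over all clusters, with the apoptosis inhibitor Birc3 at 1.55 (SE 0.36). Markers of macrophages and leukocytes had 24 of 28 lower means on ST and 25 of 28 on TC with NCXI.

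At the study's threshold limma counted 3348 clusters with NCXI on ST (1689 higher, 1659 lower) and 2115 on TC (1198 higher, 917 lower). At an adjusted p under 0.05 limma gave 2 clusters on ST (Nr0b2 and a cluster with no gene name) and 15 with the replicate number as a block; the methods' t-test and the study's test gave 0. On TC limma and both of these tests gave 0, with 2189 clusters at an unadjusted p under 0.05 by limma (3532 on ST). Of 37 gene lists, 20 passed an adjusted p of 0.05 by camera on ST and 9 on TC (14 with the replicate block), and 0 held with an estimated correlation. The 2 clusters on ST became 110 with all 18 arrays in 1 fit, 38 with limma's trend and robust options, 29 without the dimmest clusters, 95 over clusters with 1 symbol, and 0 with only the 2 groups in the fit. They became 1 without ST replicate 3 and 0 without any other single array of the 2 groups, and the 0 on TC became 5 with all 18 arrays.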

When NCX inhibition (NCXI) was added to the main effect of ST or TC and compared to the groups with ST or TC alone, we found a very large portion of genes regulated by NCXI (Figure 6B). 

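Macrophage and leukocyte markers had lower means with NCXI on either trigger, with a median of -0.52 on the log2 scale on ST (camera adjusted p = 3.04e-08, adjusted p = 0.312 with an estimated correlation) and -0.40 on TC (camera adjusted p = 3.06e-11, adjusted p = 0.323 with an estimated correlation; n = 3 arrays per group). Without ST replicate 3 the median on ST was -0.32: as deviations from the experiment's mean, the list stood at 0.08, -0.31 and 0.88 in the ST arrays and at -0.71, -0.58 and -0.22 with NCXI, so the groups overlap. Examples on ST are Lyz2, a lysozyme, at -2.59 (SE 0.75), and Csf1r, the receptor of macrophage growth factor, at -1.45 (SE 0.42). On TC they are Ncf1, a subunit of the phagocyte NADPH oxidase, at -0.66 (SE 0.16), though 0.10 (SE 0.38) on ST, and Adgre1, a macrophage surface receptor, at -0.57 (SE 0.16). The NF-kappaB and cytokine list had 26 of 31 higher means on ST too, median 0.36 (camera adjusted p = 2.85e-07, adjusted p = 0.312 with an estimated correlation), with the cytokine genes Cxcl1 at 1.47 (SE 0.39) and Il6 at 1.24 (SE 0.35). Genes responsive to calcineurin-NFAT and MEF2 had 5 of 5 higher means on ST and 4 of 5 on TC (adjusted p = 0.0022 and 0.000907 by camera, adjusted p = 0.312 and 0.323 with an estimated correlation). By limma 295 clusters passed the study's threshold with NCXI on both triggers, against 193 for independent sets, and 255 of them went the same way (174 higher and 81 lower, 96.6 expected). With the replicate number as a block the shared count was 541. The NCXI effects on ST and on TC, which have no array in common, had a Pearson r of 0.154 and a Spearman rho of 0.134 across clusters. From the 282 genes regulated with either trigger, the paper proposes that these are the most robust targets under NCX control. Limma counted 224 of those 282 on ST, 182 on TC and 145 on both, in a list that the study chose on these arrays. The study's test, as recomputed here, counted all 282 on both. The 295 shared clusters became 140 with the methods' t-test and 70 at 1.5-fold.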

Within these, a number of 282 genes were consistently regulated by NCXI regardless of the main trigger, which suggests that this intersection represents the most robust NCX‐regulated targets. The genes with the highest fold changes of this intersection are presented in Figure 6E.

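Among the genes of Figure 6E that were higher with NCXI, Aadat, an aminotransferase of lysine and kynurenine breakdown, stood at 1.77 (SE 0.24) on the log2 scale on ST and 0.83 (SE 0.29) on TC (n = 3 arrays per group). Ppp1r3c, which directs protein phosphatase 1 to glycogen, was at 1.18 (SE 0.15) and 0.59 (SE 0.13), and Akap1, an anchor of protein kinase A at mitochondria, at 1.15 (SE 0.15) and 0.67 (SE 0.16). Gem, a GTPase that restrains voltage-gated calcium channels, stood at 0.92 (SE 0.16) and 0.96 (SE 0.18), and Klhl40, a stabiliser of thin filaments in muscle, at 0.87 (SE 0.22) and 0.87 (SE 0.21). The immediate early receptor Nr4a1 was at 0.67 (SE 0.19) and 1.14 (SE 0.38), and the metallothionein Mt2A at 0.74 (SE 0.20) and 0.66 (SE 0.15). Lower with NCXI were Cybb, the catalytic subunit of the phagocyte NADPH oxidase, at -2.07 (SE 0.70) and -0.90 (SE 0.30), Tyrobp, an adaptor of immune receptors, at -1.89 (SE 0.56) and -0.87 (SE 0.28), and Ptprc, the leukocyte antigen CD45, at -1.45 (SE 0.61) and -1.01 (SE 0.30). Pik3r3 was lower as well, at -0.63 (SE 0.14) and -0.59 (SE 0.11). All of these passed the study's threshold on both triggers by limma. Of the 43 genes of the panel measured here, 22 were higher and 21 lower on both triggers, and limma counted 34 on ST, 36 on TC and 27 on both. Of the 21 lower genes, 5 are in the macrophage and leukocyte list. That list takes only genes named by the platform annotation and does not hold Cybb, so 5 is no full count of leukocyte genes in the panel. The panel was chosen by the study on these arrays, and 2 of its genes are read on the cluster of Table S2, not the brightest; on its brightest cluster Fcgr2a stood at 0.16 (SE 0.27) and -0.15 (SE 0.17).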

The Venn diagram in Figure 6C shows the intersection of all 4 groups. It becomes evident that out of the total number of ST‐regulated genes, 651 (32%) are regulated via NCX. 

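Acta1, skeletal alpha-actin and the paper's marker of stretch, stood at 1.13 (SE 0.41) on the log2 scale in ST and -0.97 (SE 0.41) with NCXI against ST (n = 3 arrays per group). The next 4 genes were lower in ST and higher with NCXI. The glucose transporter Slc2a1 was at -0.69 (SE 0.11) in ST and 0.64 (SE 0.11) with NCXI, and hexokinase Hk2 at -0.59 (SE 0.16) and 0.92 (SE 0.16). Acsl1, which activates fatty acids, was at -0.94 (SE 0.21) and 1.17 (SE 0.21), and Cpt1b, which carries them into mitochondria, at -1.09 (SE 0.26) and 0.99 (SE 0.26). All 5 passed the study's threshold in both comparisons by limma. As a list, glycolysis and hypoxia genes had 11 of 17 lower means in ST, median -0.14 (camera adjusted p = 0.0019, adjusted p = 0.28 with an estimated correlation), and 13 of 17 higher means with NCXI, median 0.23 (camera adjusted p = 0.00105, adjusted p = 0.312 with an estimated correlation; 0.34 without ST with NCXI replicate 1). Of the fatty acid oxidation and PPAR list 22 of 29 had higher means with NCXI, median 0.13 (camera adjusted p = 0.00994, adjusted p = 0.636 with an estimated correlation), a call that ended without ST replicate 1 (median 0.06, camera adjusted p = 0.431) or ST with NCXI replicate 3 (0.11, adjusted p = 0.0582), and the median was 0.22 without ST replicate 3. Of other genes with low values in ST, the cystine transporter Slc7a11 stood at -0.07 (SE 0.30) with NCXI, the lipase inhibitor Angptl4 at -0.17 (SE 0.33) and Fos, an immediate early transcription factor, at 0.03 (SE 0.12). The integrated stress response list had a median of 0.15 with NCXI (camera adjusted p = 0.0483, adjusted p = 0.687 with an estimated correlation; block adjusted p = 0.0504, which ends the call), and this call also ended without ST replicate 2, ST replicate 3 or ST with NCXI replicate 3 (camera adjusted p = 0.459, 0.109 and 0.571; medians 0.12, 0.14 and 0.10), with a median of 0.24 without ST replicate 1.

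Of the 2734 clusters counted in ST, 774 (28.3%) were also counted with NCXI against ST, where independent sets would share 250; 720 (26.3%) went the opposite way. The ST arrays are in both comparisons, so unchanged groups were simulated too: their share was 24% on average with normal noise (21.4% to 26.5% over 100 draws) and 25.4% with shuffled residual arrays (1.36% to 100%). The normal noise was independent between arrays and lacks the pairing of replicate numbers found in these data. The covariance of the 2 sets of fold changes was -0.0281, and -0.0202 and -0.0277 in those simulations, so part of the excess over 250 comes with the shared arrays. A cluster counted in ST kept a median of 53.8% of its change with NCXI, measured from control, and 928 (33.9%) still passed the threshold against control. The control arrays are in both of these comparisons, and the simulated unchanged groups kept 49.9% on average with normal noise (46.5% to 52.8%) and 53.6% with shuffled arrays, with 23.7% and 23% still passing, so 53.8% is no measure of what NCXI left. The 774 clusters became 1224 with the replicate number as a block, 341 with the methods' t-test, 394 over clusters with 1 symbol, 217 at 1.5-fold and 1194 without ST replicate 3.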

In the case of TC, this portion is smaller, but clearly apparent, with 160 genes (18% of total number of TC‐regulated genes). 

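Mir221, the gene of a microRNA, stood at -0.43 (SE 0.11) on the log2 scale in TC and 0.74 (SE 0.11) with NCXI against TC (n = 3 arrays per group). The zinc finger gene Zfp494l1 was at 0.63 (SE 0.12) and -0.40 (SE 0.12), and the olfactory receptor gene Or2ag17, near background at a mean of 3.54 in TC, at 0.54 (SE 0.11) and -0.58 (SE 0.11). All 3 passed the study's threshold in both comparisons by limma. Of the heat shock genes, the small heat shock protein gene Hspb1 was at 0.41 (SE 0.18) in TC and -0.05 (SE 0.18) with NCXI, and the chaperone gene Hsph1 at 0.82 (SE 0.43) and -0.07 (SE 0.43). Arc, an activity-induced immediate early gene, stood at 0.41 (SE 0.14) and 0.12 (SE 0.14), and its list had 25 of 30 higher means with NCXI than in TC, median 0.16 (camera adjusted p = 0.00755, adjusted p = 0.848 with an estimated correlation). This call ended without TC replicate 1, TC replicate 3 or TC with NCXI replicate 2 (camera adjusted p = 0.421, 0.052 and 0.332; medians 0.07, 0.11 and 0.08), and the median was 0.32 without TC replicate 2 and 0.29 without TC with NCXI replicate 1.

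Of the 1433 clusters counted in TC, 283 (19.7%) were also counted with NCXI against TC, where independent sets would share 82.6; 262 (18.3%) went the opposite way. The TC arrays are in both comparisons, and simulated unchanged groups gave 24.1% on average with normal noise (21.5% to 26.5% over 100 draws) and 22.4% with shuffled residual arrays (1.3% to 100%). The normal noise again holds no pairing of replicate numbers. The covariance of the fold changes was -0.0174, against -0.0242 and -0.0342 in those simulations, so the excess over 82.6 is no measure of a shared effect. A cluster counted in TC kept a median of 63.9% of its change with NCXI, and 512 (35.7%) still passed the threshold against control; simulated unchanged groups, which share the control arrays in the same way, kept 50.1% (47.4% to 53%) with normal noise and 45.8% (-100% to 200%) with shuffled arrays, with 23.9% and 23.8% still passing. Without TC replicate 1 the 283 clusters became 482, and without TC replicate 2 they became 440. They became 120 with the methods' t-test, 155 without the dimmest clusters, 82 over clusters with 1 symbol and 90 at 1.5-fold.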

The intersection of regulation by both main triggers and NCXI are the five following genes: *SLPIL3*, *EFNB2*, *KIF14*, *CCNA2* and the sequence *TL0ACA36YA15*. 

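Slpi-ps2, the annotation's name for SLPIL3, passed the study's threshold in all 4 comparisons both by limma and by the study's test, as recomputed here. By limma the others were Ccn2, which encodes connective tissue growth factor, B3galnt1, a glycosyltransferase, and 3 clusters with no gene name, all chosen after their values were seen. Ccn2 stood at 0.55 on the log2 scale in ST, 0.27 in TC, -0.45 with NCXI on ST and -0.29 with NCXI on TC (SE 0.20, 0.11, 0.20 and 0.11, 3 arrays per group). B3galnt1 had opposite signs in the 2 triggers: 0.34, -0.39, -0.30 and 0.33. The cluster 17605335, without a gene name, stood at 2.79, 1.47, -2.52 and -1.04. The study's test named Efnb2, the cyclin gene Ccna2, the kinesin gene Kif14 and cluster 17737000, which has no symbol in Table S2, at -0.64, -0.50, 0.73 and 1.05. By limma Efnb2 and Ccna2 passed with NCXI on ST alone, and the Kif14 cluster in none of the 4. No source used here pairs the sequence TL0ACA36YA15 with a cluster.

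**Figure D1:**
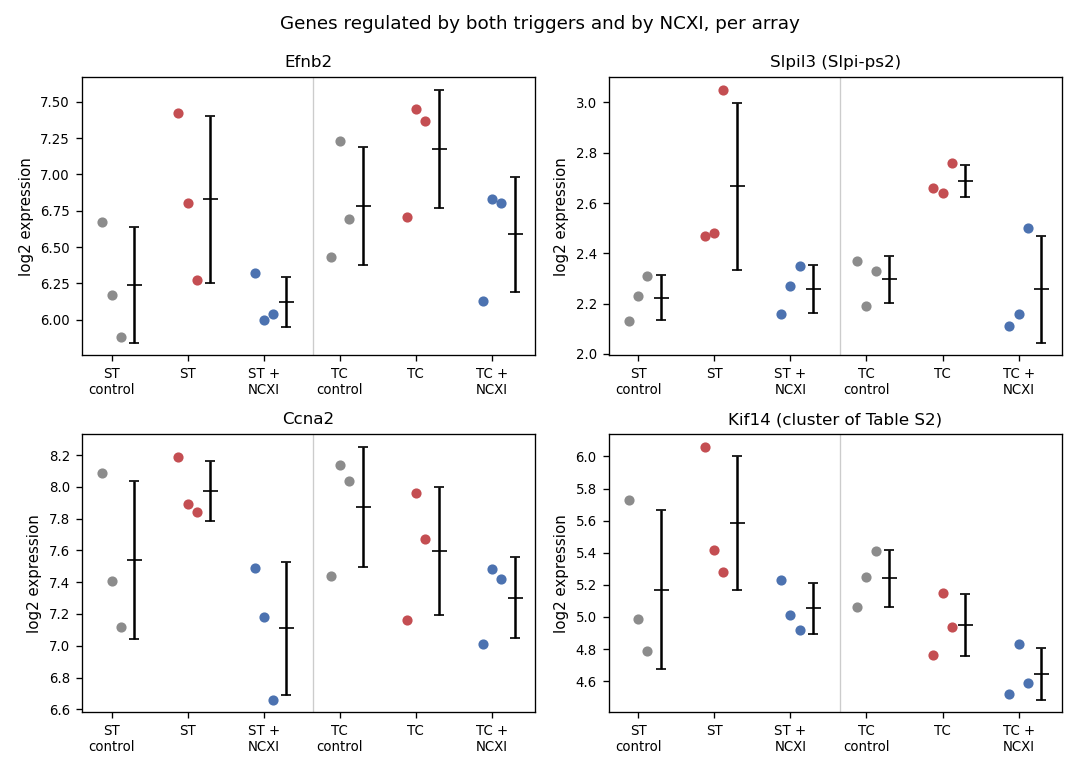
Log2 expression of Efnb2, Slpi-ps2 (SLPIL3), Ccna2 and Kif14 (the cluster of Table S2) in each array of the 6 groups, with the mean and SD of 3 arrays. NCXI is 10 µM KB-R7943.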

A complete list of genes with a significant p‐value and a fold change cut‐off of at least 1.2 or −1.2 for either of the conditions sorted by gene symbol are provided in the Supplemental Table S2.

In order to find NCXI‐mediated expression changes, that are associated with known canonical signalling pathways, we also performed an ingenuity pathway analysis (IPA). The most relevant findings include ST‐activated cell cycle re‐entry, proliferation and motility all of which were reversed by inhibiting NCX. 

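All 36 genes of the mitosis and G2/M list had higher means in ST than in static cells, median 0.37 on the log2 scale (camera adjusted p = 9.29e-10, adjusted p = 0.413 with an estimated correlation), and all 36 had lower means with NCXI than in ST, median -0.71 (camera adjusted p = 3.94e-21, adjusted p = 0.312 with an estimated correlation; n = 3 arrays per group). Nuf2 and Spc25, which attach spindle microtubules to chromosomes, stood at 0.63 (SE 0.25) and 0.72 (SE 0.30) in ST and at -1.02 (SE 0.25) and -0.95 (SE 0.30) with NCXI. With NCXI the spindle checkpoint kinase Ttk was at -1.10 (SE 0.24) and the condensin subunit Ncapg at -0.83 (SE 0.14). In the DNA replication and G1/S list 28 of 29 genes had higher means in ST, median 0.28 (camera adjusted p = 3.74e-08, adjusted p = 0.413 with an estimated correlation), and all 29 had lower means with NCXI, median -0.45 (camera adjusted p = 5.27e-14, adjusted p = 0.312 with an estimated correlation). Gins1 and Mcm4, parts of the helicase that opens DNA for replication, stood at 0.74 (SE 0.22) and 0.55 (SE 0.17) in ST and at -1.03 (SE 0.22) and -0.34 (SE 0.17) with NCXI. Over all clusters limma gave 0 members of either list at an adjusted p under 0.05. Adjusted over the list alone, 0 mitosis and 0 G1/S genes were higher in ST (3 and 7 at the study's threshold), and 25 and 10 were lower with NCXI (25 and 15). Of the focal adhesion, paxillin and motility genes 17 of 25 had higher means in ST, median 0.04 (camera adjusted p = 0.0342, adjusted p = 0.413 with an estimated correlation), and 20 of 25 had lower means with NCXI, median -0.19 (camera adjusted p = 0.000524, adjusted p = 0.312 with an estimated correlation). Among them the growth factor gene Hbegf was at 0.65 (SE 0.24) and -0.96 (SE 0.24), and the focal adhesion kinase family member Ptk2b at 0.84 (SE 0.25) and -0.45 (SE 0.25). The paper states, from pathway predictions, that stretch activated these processes and that blocking NCX reversed them. The same 3 ST arrays stand in both comparisons, so high values in them alone would give both directions. As deviations from the experiment's mean, the G1/S list stood at -0.04 (SD 0.23) in static cells, 0.25 (SD 0.21) in ST and -0.22 (SD 0.13) with NCXI. Its mean with NCXI thus lay below that of static cells. In the same arrays the fibroblast markers had 16 of 20 higher means in ST, median 0.18, and 17 of 20 lower means with NCXI, median -0.26 (camera adjusted p = 0.000917, adjusted p = 0.581 with an estimated correlation), and the macrophage markers were lower with NCXI. The ST medians of mitosis and G1/S were 0.22 and 0.15 without ST replicate 1, 0.24 and 0.18 without ST control replicate 3, and that of mitosis was 0.57 without ST control replicate 1. The focal adhesion call in ST ended without ST control replicate 2 or 3 or ST replicate 1 or 2 (medians 0.04, 0.05, 0.00 and 0.08, camera adjusted p = 0.143, 0.123, 0.48 and 0.0674), and the median was 0.10 without ST control replicate 1 and 0.13 without ST replicate 3. The fibroblast call with NCXI ended without ST replicate 1 (median -0.17, camera adjusted p = 0.0944), and the fibroblast median in ST was 0.02 without ST replicate 1, 0.05 and 0.07 without ST control replicate 2 or 3 and 0.36 without ST control replicate 1.

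**Figure D2:**
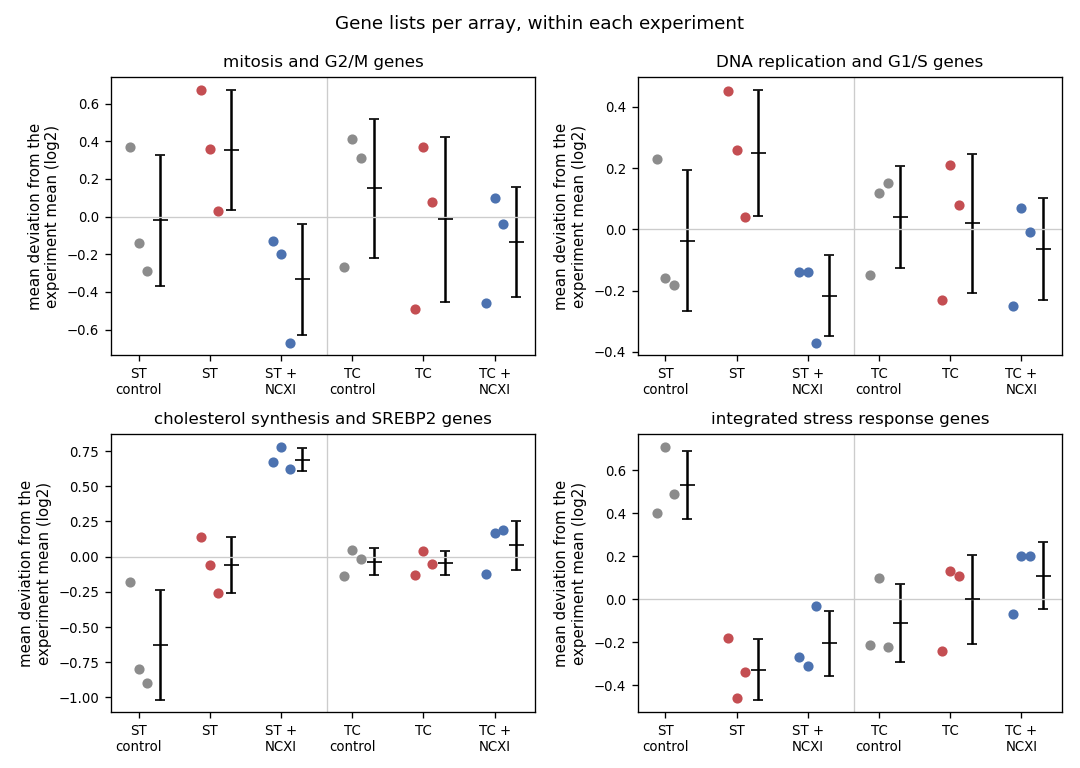
Mean of the mitosis, G1/S, cholesterol synthesis and integrated stress response lists in each array, as the deviation in log2 from the mean of its experiment. Bars give the mean and SD of 3 arrays.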

In terms of functional alterations, IPA revealed that ST induces cell death both via necrosis and apoptosis and impacts cellular assembly through microtubule, cytoskeleton and cytoplasm reorganization: All of the mentioned changes were reversed via NCX inhibition. 

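Of 17 genes of apoptosis and necrosis, 5 had higher and 12 lower means in ST, median -0.05 on the log2 scale (camera adjusted p = 0.304), and 8 had higher and 9 lower means with NCXI, median -0.04 (adjusted p = 0.606). Bcl2, which blocks apoptosis, stood at 0.75 (SE 0.19) in ST and -0.12 (SE 0.19) with NCXI, and the death receptor gene Tnfrsf1a at -0.34 (SE 0.11) and 0.34 (SE 0.11) (n = 3 arrays per group). These were the 2 genes of the list that limma counted in ST at the study's threshold. Among microtubule and actin cytoskeleton genes, 24 of 26 had higher means in ST, median 0.19 (camera adjusted p = 2.85e-05, adjusted p = 0.413 with an estimated correlation), and 25 of 26 had lower means with NCXI, median -0.28 (camera adjusted p = 3.04e-08, adjusted p = 0.312 with an estimated correlation). Without ST replicate 1 the cytoskeleton median in ST was 0.12. The ST arrays stand in both comparisons here too, which favours opposite signs. The tubulin genes Tuba4a, Tubb5 and Tubb2b stood at 0.60 (SE 0.13), 0.35 (SE 0.13) and 0.66 (SE 0.28) in ST and at -0.19 (SE 0.13), -0.59 (SE 0.13) and -0.13 (SE 0.28) with NCXI. Over all clusters limma gave 0 members of either list at an adjusted p under 0.05. Adjusted over the list alone, 1 cytoskeleton gene was higher in ST and 2 were lower with NCXI (3 and 7 at the study's threshold), and 0 apoptosis and necrosis genes passed in either. The lists were fixed here and are not those of the pathway software the paper used. The apoptosis and necrosis list mixes genes that block and genes that promote death, so its median cannot decide the paper's prediction.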

A complete list of the IPA analysis is provided in the Supplemental Table S3.

## 4 DISCUSSION

Following our aim to characterize tachycardia‐ (TC) *versus* stretch (ST)‐induced early remodelling, we demonstrated that stretch and tachycardia induce hypertrophy in cardiac myocytes and non‐myocytes. ST and TC induced mainly distinct gene expression patterns with *ACTA1* as a consistent marker for ST and *RCAN1* for TC and different profiling on microarrays. Marker gene specificity to myocytes differed between both triggers. Mechanistically, we found several calcium‐handling proteins, including the NCX to be involved in ET coupling. The calcium sensor CaMKII was activated downstream of NCX in TC, while not in response to ST. Testing the contribution of NCX on genome‐wide level revealed that around 33% of the ST‐regulated genes were NCX‐dependent and 18% of the TC‐regulated ones.

### 4.1 Hypertrophy is a common hallmark of structural remodelling in all cardiac cell types upon Stretch and Tachycardia

Stretch was shown to induce hypertrophy by increased protein synthesis or altered marker gene expression^14^, ^15^ and cell size in ventricular^16^ and atrial myocytes.^17^ Our data extend previous findings by demonstrating that hypertrophy induced by cyclic stretch is not limited to cardiac myocytes, but comparably affects also non‐myocytes (NMC). By using the term NMC, we take into account all present cell populations and acknowledge that the majority consisted of the fibroblast group. Our findings are in agreement with the study by Ruwhof *et al*, who found an increase in protein synthesis as a surrogate of hypertrophy in non‐myocytes after short‐term cyclic stretch.^18^

We show, for the first time, that tachycardia‐induced hypertrophy is an early remodelling feature, which is not secondary to potential hemodynamic effects. We defined a stimulation rate of 1 Hz as control, since this was near to the average spontaneous unsynchronized beating rate of myocytes that we observed in our setting (data not shown) similar to that reported previously.^19^ Interestingly, already 1 Hz stimulation had strong effects when compared to unstimulated cells, which can be considered as prevention of atrophy rather than induction of hypertrophy^20^ as unstimulated cells are known to decline in cell size. Given the proximity of 1 Hz to the spontaneous beating rate, this effect is pacing‐dependent but not rate‐dependent. In contrast, 5 Hz showed clear rate‐dependent effects. Of note, we tested 8 Hz, a stimulation rate that is in a higher tachycardic range under both in vitro and in vivo conditions.^21^ Although stimulation up to 8 Hz was suitable for the evaluation of gene expression (Figure 2), we experienced increased cell death at the required time duration to induce hypertrophy preventing us from getting reliable cell size data for 8 Hz. This is in line with a previous report demonstrating that stimulation at this rate decreases cell survival by enhanced apoptosis in adult rat cardiac myocytes.^22^

We confirmed that tachycardia also induced hypertrophy of cardiac non‐myocytes. Previous study showed that paracrine mechanisms were directed from myocytes to fibroblasts as signal for the induction of non‐myocyte hypertrophy, for instance in canine fibroblasts.^23^ The purity of our cell culture precluded that there were any relevant myocyte‐dependent paracrine effects on non‐myocytes, suggesting that hypertrophy of cardiac non‐myocytes is a cell‐autonomous mechanism. Although fibroblasts are non‐excitable cells, they express different types of ion‐handling proteins such as K_ir_, TRPC3, sodium channels and NCX. These are sensitive to electrical stimulation and can trigger a fibroblast remodelling response in models of atrial fibrillation.^24^, ^25^, ^26^, ^27^ The potential downstream mechanisms of this remodelling response involve store‐operated calcium release, calcineurin, NFAT and miR‐26a.^25^, ^28^, ^29^

Our results from NMC upon stretch and tachycardia support the idea that both triggers target all cardiac cells instantly and independent from each other. This is particularly important at the organ level to allow for a concerted growth with sufficient NMC scaffold function and cell‐cell contacts. Paracrine mechanisms between MC and NMC might augment this reaction but are obviously not required for the remodelling response in NMC per se.

### 4.2 Marker gene expression: Trigger‐specific, myocyte preferential, rate‐dependent

We tested a selection of remodelling marker genes, which have been associated with hypertrophy in a variety of in vivo and in vitro models as well as in human disease. With this set of genes, we addressed an immediate early signalling response as also structural and functional changes that reflect an already manifesting remodelling:

Skeletal alpha (α)‐actin or *ACTA1* is involved in regulation of muscle contraction^30^ as well as cytoskeleton organization.^31^ It has been characterized as a strong marker of pathological hypertrophy^32^ with up‐regulation during the hypertrophic acute response.^33^ Four and a half LIM domain 1 (FHL1) is an interactor with the sarcomere and involved in a stress sensing system in pressure overload,^34^ thereby strongly up‐regulated in its expression.^8^, ^35^ Not only is it a marker gene but also an essential mediator of hypertrophy.^36^ The natriuretic peptides *NppA and NppB* are part of the foetal gene programme,^37^ and their up‐regulation in response to a stress trigger was documented as early as 2‐4 hours but also maintained in chronic disease models with remodelling and hypertrophy.^38^ Their clinical relevance is well established. Regulator of calcineurin 1 *(RCAN1)* is an inhibitory regulator of calcineurin and is activated early in hypertrophy.^39^, ^40^

Within this set of genes, our data revealed most pronounced responses for *ACTA1* and *RCAN1* expression under stretch and tachycardia, respectively. Both genes have been previously shown to be associated with calcineurin activity among cells of different origin.^41^ The selected time‐points, that is 24 hours for stretch and 3 hours for tachycardia, fulfilled the criteria to be as early, but also as near to the peak effect, as possible. Such an early time‐point for tachycardia as a marker of remodelling is supported by similar findings, which used rapid short‐term atrial pacing of isolated rat hearts at 4 hours^42^ and also by published time course measurements.^20^, ^43^ Our data at this time‐point also confirmed a clear rate dependency with significantly stronger effects at 8 Hz versus 5 Hz and 1 Hz.

Stretch‐induced gene expression changes in non‐myocytes affected only the natriuretic peptides, while under tachycardia the gene expression pattern was similar but less pronounced than in MC. Thus, the investigated marker genes displayed a higher degree of myocyte specificity upon stretch than tachycardia. Also, the effects in tachycardia were more transient with fading in between of 24 hours in both MC and NMC. However, this does not exclude a significant biological meaning of these gene expression changes, since they might have already induced long‐term effects on protein level at their peak effect.

Previously, it was established that protein levels of ANP and BNP can be detected only in coculture, whereas pure myocytes lack increase in their production.^44^ Our data on the ANP and BNP coding genes *NppA* and *NppB* are in agreement with this finding as our myocyte cell culture was enriched to a level that still allowed paracrine stimulation by non‐myocytes to myocytes. The proportions of up‐regulation between enriched myocytes and pure non‐myocytes led us to conclude that the majority of natriuretic peptide gene regulation derives from myocytes and not non‐myocytes.

### 4.3 ET coupling and NCX involvement in Stretch and Tachycardia

Among several inhibitory compounds linked to sarcolemmal calcium and sodium handling and intracellular signalling mediators that were tested, the Na^+^/Ca^2+^ exchanger (NCX), TRP channels, calcineurin and the protein target of KN93 showed significant involvement in stretch gene regulation. All the mediators are functionally related in a network contributing to ET coupling.

NCX regulates sodium and calcium handling simultaneously and, thus, fundamentally contributes to ET coupling.^45^ Furthermore, NCX is functionally coupled to TRPC3 and both proteins can interact to generate an arrhythmogenic stimuli.^46^ Literature findings allow to draw a potential activation cascade downstream of NCX: The proximal part of this cascade consists of activation of calcineurin^47^ and CaMKII,^48^ which have been also shown involved in tachycardia.^49^ In the light of the presented facts, prevailing effects of NCXI on gene expression and specific inhibition of the pathological reverse activity mode, we targeted NCX for further evaluation in our study. We used the NCX inhibitor KB‐R7934 at the concentration (range), which was reported to selectively inhibit the reverse mode.^50^ This mode is activated predominantly during pathological conditions promoting heart failure,^51^ and its inhibition was shown to exert beneficial effects in heart failure with preserved ejection fraction (HFpEF).^52^

### 4.4 NCX expression and CaMKII phosphorylation differ between both triggers

The stretch‐induced increase in NCX expression that was hampered by KB‐R7943 demonstrates that reverse mode NCX truly has relevance in stretch‐mediated cardiac remodelling. A positive relationship between NCX activity and expression is also well established in systolic^53^ and arrhytmogenic^54^ heart failure. In contrast, tachycardia of 3 hours did not change NCX expression, which does not exclude that it might do so at a later time‐point. But we can conclude that at 3 hours, tachycardia effects NCX activity rather by post‐translational modification.

With the CaMKII inhibitor KN93 and its inactive analogue KN92, our testing revealed an off‐target effect of these inhibitors. Indeed, both had a similar inhibitory effect on NCX expression. When we then measured CaMKII phosphorylation directly, we managed to confirm that CaMKII is not involved in stretch. Our observation coincides with a previous report of unspecific inhibition of IKr channels by KN93, which were also inhibited by KN92,^55^ suggesting that IKr might be a potential off‐target.

In tachycardia, however, our data provide evidence for a clear activation of CaMKII as indicated by its increased autophosphorylation. Based on the partial blockage of this effect by KB‐R7934, it is very likely that during tachycardia, the activation of CaMKII is in part downstream of NCX. In summary, our data reveal that this finding distinguishes stretch from tachycardia.

ADAMTS13 is a protease that regulates CaMKII phosphorylation, thereby increasing propensity towards arrhythmogenesis,^13^ and, therefore, is a very attractive candidate in a setting of acute tachycardic triggering. Although the expression levels of ADAMTS13 remained unchanged, it is possible that a post‐translational modification of the ADAMTS13 protein could promote CaMKII phosphorylation under tachycardia, which warrants further investigation.

### 4.5 The genome‐wide regulatory role of NCX in Stretch and Tachycardia

Having determined that NCX plays a major role for remodelling, we investigated the downstream gene targets of NCX at the mRNA level using microarray technology. We conclude that stretch and tachycardia mainly manifest a trigger‐specific programme with a significant distribution of NCX‐regulated genes. Substantiated by our mechanistic findings, we speculate that the expression within the tachycardia‐specific gene programme is to a certain extent CaMKII‐dependent downstream of NCX. In contrast, in stretch, involvement of NCX affects more genes and occurs independent of CaMKII. This might in part explain why many NCX‐dependent genes in response to stretch or tachycardia differed from the other.

However, there is also a fraction of commonly regulated genes by both triggers. Some individual genes of this fraction could serve as valuable biomarkers: *Efnb2* was found to be highly expressed after myocardial infarction *in vivo*.^56^ More importantly, *Efnb2* up‐regulation was successfully reversed following NCX inhibition in vitro. 

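Efnb2, the gene of ephrin-B2 (transcript cluster 17709486), had a mean log2 expression of 6.24 ± 0.40 (SD, n = 3) in static cells, 6.83 ± 0.57 in ST and 6.12 ± 0.17 in ST with NCXI. In the tachycardia experiment it was 6.78 ± 0.41 at 1 Hz, 7.18 ± 0.40 in TC and 6.59 ± 0.40 in TC with NCXI. Cells with NCXI stood -0.12 (SE 0.29) from static control after ST and -0.20 (SE 0.29) from the 1 Hz control after TC. Limma's adjusted p was 0.691 for ST, 1 for TC, 0.484 for NCXI on ST and 0.875 for NCXI on TC. Of these comparisons NCXI on ST passed the study's threshold by limma. The study's test, as recomputed here, takes the replicate number into account and counted Efnb2 in each of them, at an unadjusted p.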

*Ccna2* is involved in the cell cycle re‐entry and contributing to hyperplasia,^57^ while *Kif14* ^58^ is also involved in the cell cycle regulation promoting cell proliferation. 

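Ccna2 encodes cyclin A2, which drives cells through S phase and into mitosis. Its mean log2 expression was 7.54 ± 0.50 (SD, n = 3) in static cells, 7.97 ± 0.19 in ST and 7.11 ± 0.42 in ST with NCXI, changes of 0.43 (SE 0.27) and -0.87 (SE 0.27). In the tachycardia experiment Ccna2 stood at 7.87 ± 0.38 at 1 Hz, 7.59 ± 0.41 in TC and 7.30 ± 0.26 in TC with NCXI, changes of -0.28 (SE 0.25) and -0.29 (SE 0.25). Kif14, a kinesin of cell division, has 2 clusters here. On the one of Table S2 (17680525) its changes were 0.42 (SE 0.27) in ST, -0.29 (SE 0.15) in TC, -0.54 (SE 0.27) with NCXI on ST and -0.31 (SE 0.15) with NCXI on TC. On the brighter Kif14 cluster (17680533) they were 0.32 (SE 0.20), 0.02 (SE 0.15), -0.67 (SE 0.20) and -0.20 (SE 0.15). By limma Ccna2 (adjusted p = 0.361) and the brighter Kif14 cluster (adjusted p = 0.34) passed the study's threshold with NCXI on ST. At an unadjusted p the study's test, as recomputed here, counted Ccna2 and the Kif14 cluster of Table S2 in each comparison.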

The expression directions of both genes correlate with the predictions of ingenuity pathway analysis (IPA). Interestingly, genes in relation to cardiovascular disease such as *TGFß2, Rasgrpr3 and Isg15* are subjected to significant regulation in response to both stretch and tachycardia and show a trend towards NCX dependency.

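Tgfb2, a growth factor of matrix remodelling, had a mean log2 expression of 8.27 ± 0.51 (SD, n = 3) in static cells, 9.63 ± 0.67 in ST and 9.10 ± 0.25 in ST with NCXI, and 9.14 ± 0.21, 9.49 ± 0.29 and 9.05 ± 0.22 in the 1 Hz, TC and TC with NCXI groups. Rasgrp3, an activator of Ras and Rap GTPases, stood at 0.90 (SE 0.25) in ST and 0.39 (SE 0.23) in TC, and at -0.64 (SE 0.25) and -0.14 (SE 0.23) with NCXI. Isg15, an antiviral protein conjugated to other proteins, had means of 8.84 ± 0.25, 8.05 ± 0.28 and 8.87 ± 0.34 in the stretch experiment and 9.35 ± 0.18, 9.06 ± 0.19 and 9.17 ± 0.14 in the tachycardia experiment. Limma's adjusted p in ST was 0.394 for Tgfb2, 0.421 for Rasgrp3 and 0.409 for Isg15, and 1 for each in TC. In ST all 3 passed the study's threshold by limma and in TC none did, while the study's test, as recomputed here, counted all 3 in TC as well.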

Our bioinformatical predictions by IPA are supported by previous findings, which show that stress, such as pressure overload *in vivo* ^59^ or cyclic stretch *in vitro*,^60^ enables cardiomyocyte proliferation as a compensating mechanism. Proliferation is directly associated with cell cycle alterations, while cell motility is mediated via the paxillin pathway.^61^

**In conclusion,** our study shows that stretch and tachycardia induce early cardiac remodelling, including hypertrophy of myocytes and non‐myocytes. This is associated with mainly separate gene expression alterations and intracellular mechanisms in a cell type‐specific manner. Contribution of the NCX reverse mode is relevant to both triggers and might have clinical implications in stretch‐associated remodelling that occurs in cardiovascular diseases, such as in HFpEF or tachymyopathy.

### 4.6 Limitations

Pharmacological inhibitors always have the potential to effect more than one target and to lack specificity. In this report, we have proven this for KN93 which showed CaMKII independent effects by inhibiting a common off‐target protein together with KN92 in our settings. A candidate for this off‐target protein would be the IKr.^55^ For the NCX inhibitor KB‐R7943 which we used for a large portion of our results, we also cannot exclude potential unspecific effects, for instance on TRP channels^62^ Ca^2+^ channels^63^ and K^+^ channels.^64^ Novel NCX inhibitors are reported but were not available to us for performing experiments.

## CONFLICT OF INTEREST

We confirm that none of the authors of this manuscript has any conflicts of interest to disclose.

## AUTHOR CONTRIBUTION

ND, SLH, IM and KJ performed research. ND and EB analyzed the data and wrote the paper. EB designed the research study. DL, EK, AH, BL, SS, PR and SLH contributed financial resources, research reagents and tools and contributed to writing the paper.

## AUTHOR CONTRIBUTION

Natasa Djalinac: Conceptualization (equal); Formal analysis (lead); Investigation (lead); Methodology (equal); Validation (equal); Writing‐original draft (equal); Writing‐review & editing (equal). Senka Ljubojevic‐Holzer: Investigation (equal); Resources (equal); Writing‐review & editing (equal). Ingrid Matzer: Investigation (equal). Ewald Kolesnik: Resources (equal); Software (equal). Katharina Jandl: Investigation (equal). Birgit Lohberger: Resources (equal). Peter Rainer: Resources (equal). Akos Heinemann: Funding acquisition (supporting); Methodology (equal); Project administration (equal); Resources (equal); Supervision (equal). Simon Sedej: Resources (equal); Writing‐review & editing (equal). Dirk von Lewinski: Funding acquisition (lead); Project administration (equal); Resources (equal); Supervision (equal); Writing‐original draft (supporting); Writing‐review & editing (equal). Egbert Bisping: Conceptualization (lead); Formal analysis (equal); Methodology (equal); Project administration (equal); Resources (supporting); Supervision (equal); Writing‐original draft (lead); Writing‐review & editing (equal).

## Supporting information

Table S2

Table S3

Supplementary Material

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: The role of stretch, tachycardia and sodium‐calcium exchanger in induction of early cardiac remodelling
**Source:** J Cell Mol Med. 2020 Jun 22;24(15):8732–43. doi: 10.1111/jcmm.15504
**Supplement:** Supplementary file 3 — Supplementary Material

**Extended Material and Methods**

Neonatal rat cell culture

Neonatal rat ventricular cardiomyocyte culture (MC) was obtained from 1- to 3-days old rat hearts, which were digested at 37°C using 0.1% Liberase TL Research Grade (Sigma-Aldrich, now Merck) and 0.1% trypsin (Gibco - Thermo Fisher Scientific, Wilmington, USA). Pre-plating followed by BrdU treatment (100µM/L) was used to prevent proliferation of (potentially) remaining non-myocytes. To obtain a pure fraction of non-myocytes (NMC), the residual pre-plating cell fraction was collected and cultured in the absence of BrdU. Both MC and NMC were plated at a density of 2x10^6^ either on collagen type-IV pre-coated BioFlex cell culture plates (Dunn Labortechnik, Asbach, Germany) for cyclic stretch experiments or on 35 mm dishes (Grainer Bio-One, Kremsmuenster, Austria) coated with 1% gelatin for field stimulation. Cells were cultured in a serum-free medium for 3 days prior experiments/interventions. Cell contractility was preserved and regularly monitored using a conventional microscope during and after interventions.

Antagonist treatment

The MC were treated with 10µM FK-506 to inhibit Calcineurin, 10µM KN-93 to inhibit CaMKII, 10µM KB-R7934 to inhibit NCX, 10µM SKF-96365 to inhibit TRP channels, 10µM diltiazem to inhibit LTCC, 100µM strophanthidin to inhibit the Na^+^/K^+^ ATPase, 10µM losartan to inhibit the angiotensin II AT_1_ receptor, 10µM HOE-642 to inhibit NHE (Tocris, Bristol, UK) and 10µM flecainide to inhibit NaV 1.5 channels (Meda Pharma, Vienna, Austria). All chemicals were purchased from Sigma-Aldrich (now Merck), unless stated otherwise.

Quantitative Real Time PCR (qRT-PCR)

Cells were collected in a Qiazol^TM^ lysis reagent for RNA isolation. Total RNA purification was performed using the miRNeasy on a column isolation kit (Qiagen, Hilden, Germany) with DNase treatment. RNA yield was measured using the NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, USA), while RNA quality was validated by the 2100 Bioanalyzer (Agilent Santa Clara, USA) and the QiaXpert (Qiagen, Hilden, Germany) setup. cDNA was synthesized using the QuantiTect Reverse transcription kit (Qiagen, Hilden, Germany) and used for qRT-PCR at the concentration of 10 ng per reaction volume.

MC Immunofluorescence Staining

MC cells were fixed in 4% PFA for 10 min at room temperature. Cells were permeabilized with 0.1% Triton-X-100 (Sigma-Aldrich, now Merck), washed with PBS, and incubated overnight at 4°Cwith primary antibodies: mouse monoclonal anti-desmin antibody (1:150, clone D33, DAKO, #M0760), rabbit polyclonal anti-CaMKII (phospho T286) antibody (1:200, Abcam, #ab32678), mouse monoclonal anti-Na^+^/Ca^2+-^exchanger antibody (1:200, SWANT, #R3F1), rabbit polyclonal anti-ADATS13 antibody (1:200, Abcam, cat. no. ab28274). Cells were washed twice with an antibody wash solution composed of PBS and 0.01% Triton-X-100, incubated with fluorophore-conjugated secondary antibodies for 2h at room temperature, and visualized on Zeiss LSM 510 Meta confocal microscope at 10x and 40x magnification.

NMC Immunofluorescence Staining

NMC fraction was detached from the cell culture flask using trypsin, and 0.2 x 10^5^ cells per well were seeded on an 8-well chamber slide. Cells were allowed to attach and were then fixed with ice-cold 1% PFA for 30 min. NMC cells were permeabilized with 0.2% saponin dissolved in PBS containing 3% BSA for 60 min at room temperature, and stained overnight at 4°C with the primary antibodies: goat polyclonal anti-DDR2 antibody (1:200, Santa Cruz, #sc-7555), mouse anti-vimentin antibody (1:1000, Abcam, #ab20346) and rabbit monoclonal anti - P4HB antibody (1:500, Abcam, #ab137110). Cells were incubated with fluorophore-conjugated secondary antibodies for 2 h and a mounting media with DAPI was added for the visualization on a Nikon A1 confocal microscope (Nikon, Japan). at 10x,20x,40x and 60x magnification.

Flow Cytometric Staining

NMC fraction was detached from the cell culture flask using trypsin and 0.5 x 10^6^ cells were evaluated by means of flow cytometric analysis. Cell viability was determined using eBioscience™ Fixable Viability Dye eFluor™ 506 (1:1000, Thermo Fisher Scientific, #65-0866-14) dissolved in PBS for 30 min at room temperature. Cells were then transferred into PBS, which contained 2% FBS and 1mM EDTA, and stained for 30 min at room temperature with the following antibodies: APC/Fire 750 anti-rat CD45 antibody (1:20, BioLegend #202221) and PE anti-rat CD31 antibody (1:50, Miltenyi Biotec, #130-116-505) Cells were washed two times, resuspended in PBS enriched with 2% FBS and 1mM EDTA.acquired on a Cytoflex S (Beckman Coulter).

Statistical analysis

Statistical significance between two groups was determined either by two-tailed *Student’s t-test* or by a non-parametric Mann-Whitney. One Sample T-test or Wilcoxon signed rank test was used when comparing qPCR fold-change to a control group with a pre-set value of 1. For treatments with a small sample size and unequal variance, an unpaired T-test with Welch corrections was used. When more than two groups were compared, two-way parametric and non-parametric ANOVA followed by the Bonferroni post-hoc was performed. The microarray dataset was statistically evaluated with two-way ANOVA followed by Benjamini-Hochberg false discovery rate correction. P-values of <0.05 were considered as statistically significant.

**Supplementary Table 1.** NRVCM qPCR oligonucleotide primer sequences.

| Target gene transcript | Oligonucleotide sequence | |
| --- | --- | --- |
| **ACTin, Alpha 1**  **(skeletal muscle) – ACTA1** | *Forward*  *Reverse* | 5‘-AGA GTC AGA GCA GCA GAA ACT AGA-3‘  5‘-CAC GAT GGA TGG GAA CAC AGC-3‘ |
| **Regulator of Calcineurin 1 –RCAN1** | *Forward*  *Reverse* | 5‘-GTG GCA AAC GGT GAT GTC TTC-3‘  5‘-CCC AGG AAC TCT GTC TTA TGC-3 |
| **Four and a Half LIM Domains 1 – FHL1** | *Forward*  *Reverse* | 5‘-TAC AGG CAG GGC TGG GTTTC-3‘  5‘-TGG AAA TGA GGT GTG GGC ATCT-3‘ |
| **Proatrial natriuretic peptide A - NppA** | *Forward*  *Reverse* | 5‘-ATC ACC AAG GGC TTC TTC CT-3‘  5‘-TGT TGG ACA CCG CAC TGT AT-3‘ |
| **Proatrial natriuretic peptide B - NppB** | *Forward*  *Reverse* | 5‘-AGT CGC TTG GGC TGT GAC GG-3‘  5‘-AAG AGC CGC AGG CAG AGT CA-3‘ |
| **GAPDH** | *Forward*  *Reverse* | 5‘-GCA ACT CCC ATT CTT CCA CCT TT-3‘  5‘-TAT CCT TGC TGG GCT GGG TG-3‘ |

**Supplemental Figures:**

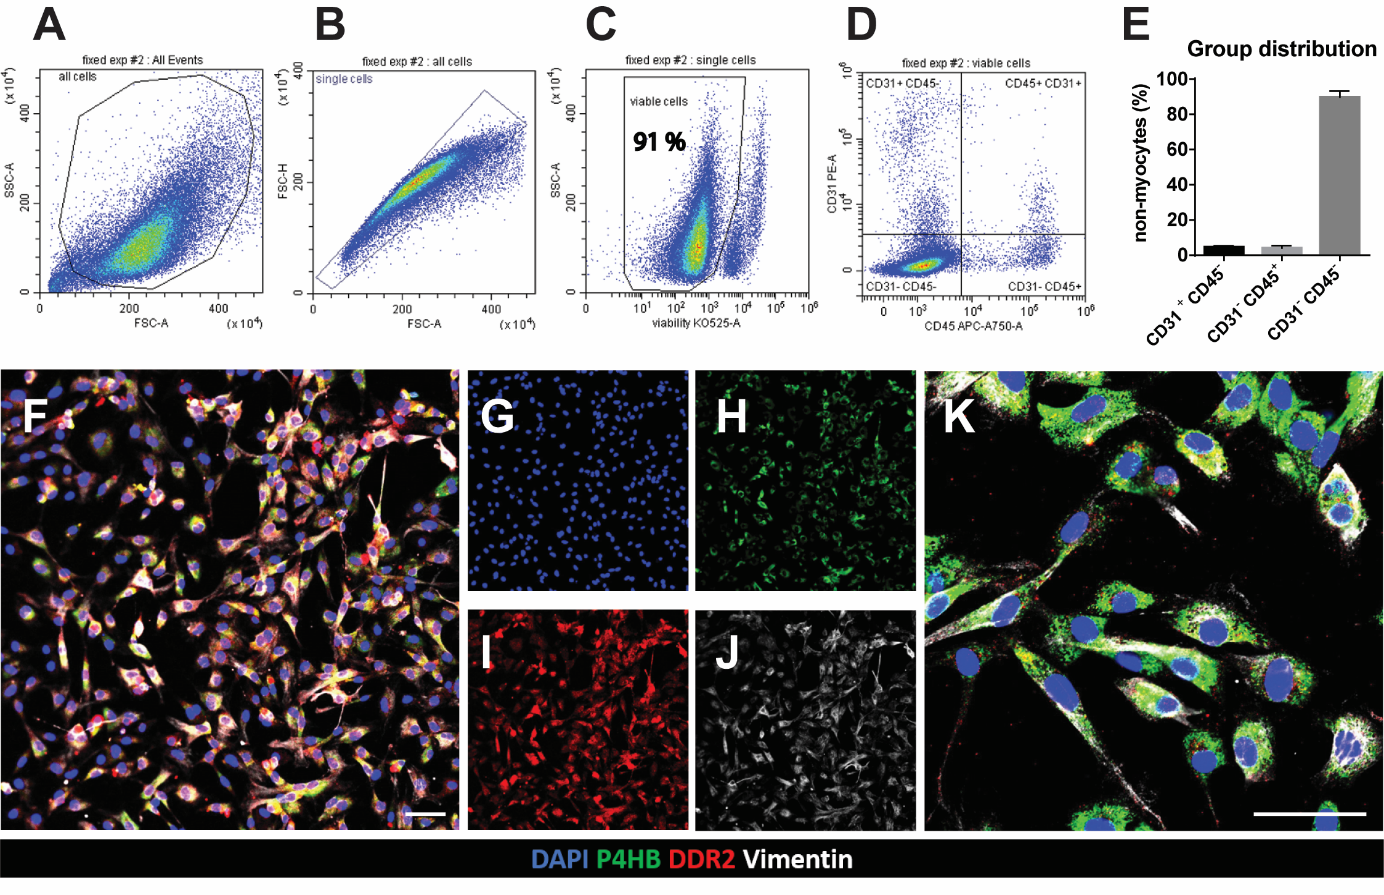

**Supplemental Fig. S1.** Cellular composition of non- myocytes (NMC). A-D. Representative Flow Cytometry plots showing gating strategy for (A) all events, (B) forward scatter for single cells, and (C) viable cells. (D) Cell clustering based on CD45 and CD31 surface markers. (E) Distribution of CD31^+^CD45^-^ , CD31^-^ CD45^+^ and CD31^-^CD45^-^ cells. (F) Immunofluorescent co-staining of NMC with (G) DAPI (nuclei) and P4HB, DDR2 and vimentin (fibroblast markers) (H-J). (K) Merged image of stained NMC. Scale bar = 50µm, n = 3 cell cultures.

To identify the specific composition of the NMC fraction, we first applied multicolor flow cytometry and identified a relative contribution of approximately 5% endothelial cells (CD31^+^CD45^-^) and 4% inflammatory cells (CD31^-^CD45^+^) of all viable cells (for gating strategy, please refer to Supplemental Fig.S1 (A-D), and for the quantification, please see Supplemental Fig.S1 (E). The majority of cells (90%) were negative for CD31 and CD45 suggesting mesenchymal fibroblasts. Since fibroblasts are heterogeneous cells, for which flow cytometric markers are as-of-yet not readily commercially available, we performed a triple color immunofluorescent staining of known fibroblast markers, namely P4HB, DDR2 and vimentin. All fibroblast markers stained the majority of cells, confirming our results obtained from the flow cytometric staining (Supplemental Fig.S1 F-K). The smallest CD31^+^CD45^+^ fraction likely represents progenitor cells.

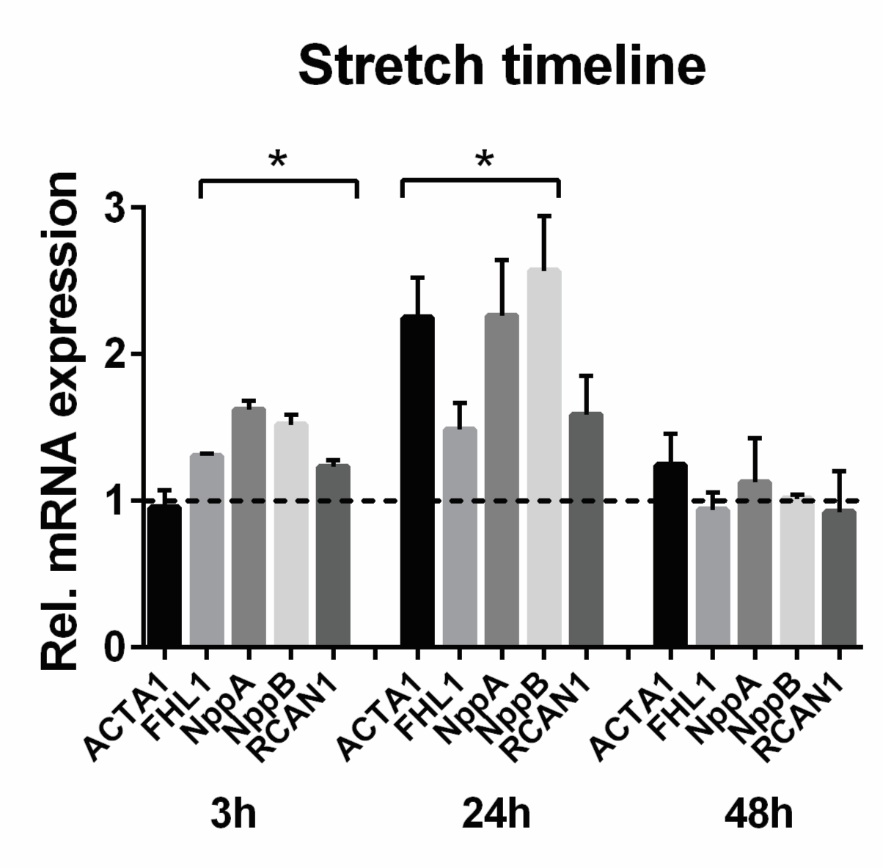

**Supplemental Fig. S2.** Time-dependent change of selected genes in response to stretch. Dashed line represents the baseline gene expression. ^*^p<0.05 *vs*. control, n=2 cell cultures (3 – 6 samples),

**Supplemental Fig. S3.** Time-dependent change of selected genes upon 24h of tachycardia (5Hz). Results are normalized to control group (1Hz). Dashed line represents the baseline gene expression. n=1 isolation (2 samples per group).

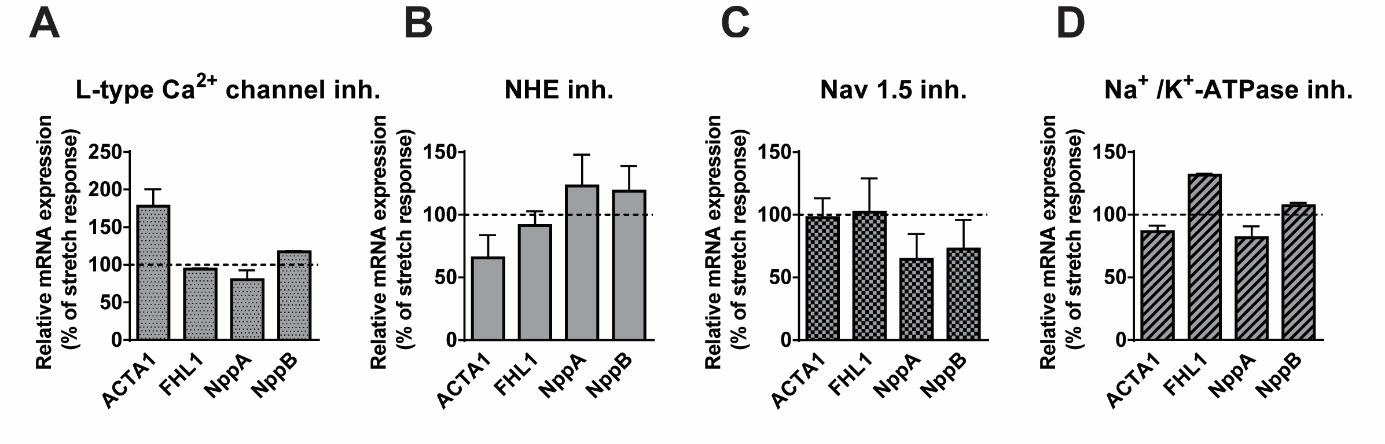

**Supplemental Fig. S4.** Gene expression after the inhibition of stretch (ST)-induced changes in MC. (A) diltiazem (L-type Ca^2+^ channel inhibitor), (B) HOE642 (the Na^+^/H^+^ exchanger inhibitor), (C) strophanthidine (Na^+^/K^+^ ATPase inhibitor) and (D) flecainide (NaV 1.5 channel blocker) did not alter the expression of pro-hypertrophy genes. Dashed line represents the maximum gene up-regulation under stretch conditions. Gene expression levels were normalized to respective controls. n=1-2 cell cultures.

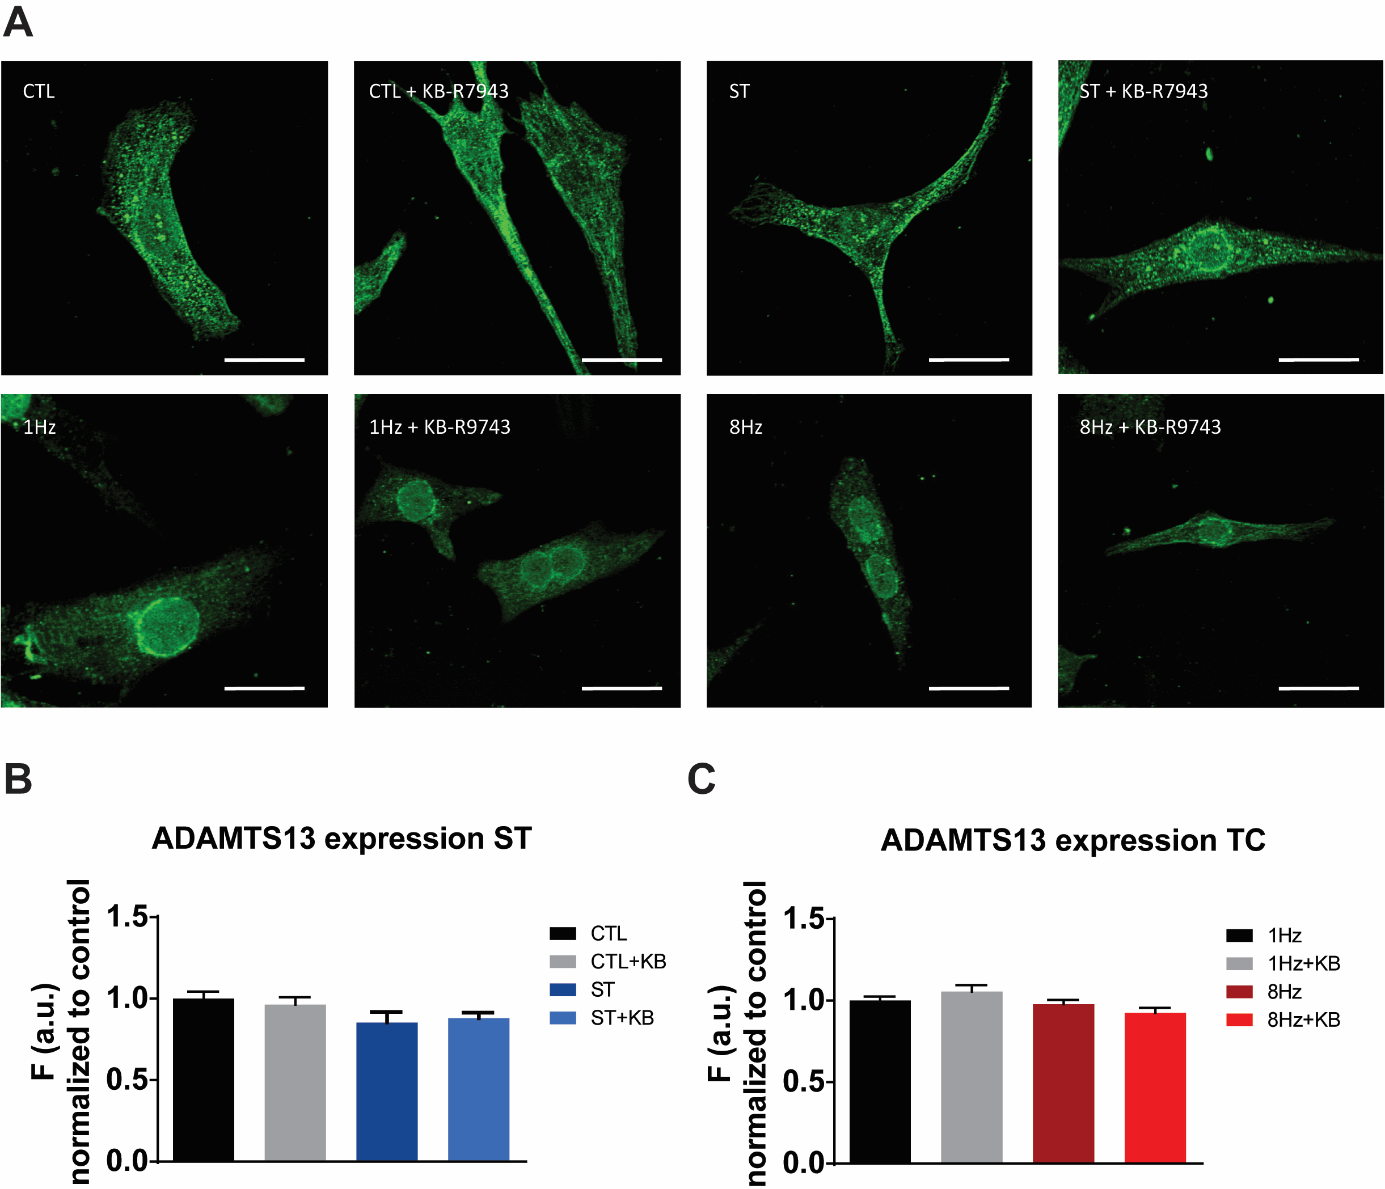

**Supplemental Fig. S5.** Expression levels of ADAMTS13 after 24h of stretch (ST) and 3h of tachycardia (TC). (A) Representative immunofluorescent staining of MC from bio-flex and 35mm dishes. Scale bar = 20 µm. (B-C) Protein levels after 24h of ST (B) or 3h of tachycardia (8Hz). (C) Average cell count n=1000 -1500 per group.

How the deposited data were processed for this re-analysis (not part of the article)

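RNA of myocyte-enriched, BrdU-treated ventricular cultures from newborn rats was measured on 18 Rat Gene 2.0 ST arrays, 3 in each of 6 groups. These were static control, stretch (ST), ST with KB-R7943, control paced at 1 Hz, tachycardia at 8 Hz (TC) and TC with KB-R7943. The 3 arrays of a group are biological replicates. Technical replicates were pooled on each array, 2 to 4 for ST and its control, 2 for ST with KB-R7943 and 3 to 6 in the tachycardia experiment. The inhibitor, written KB-R7934 in places, was used at 10 µM and is called NCXI, as in the paper.

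The authors pre-processed and filtered the arrays in Partek Genomics Suite, and their deposited values are log2 expression per transcript cluster. Which background correction and normalization made them is not given in the sources used here. The values run from 1.29 to 13.41 and the arrays' medians from 5.26 to 5.34. Pearson's r between replicates of a group is 0.978 to 0.988 across clusters, with an SD of the log2 differences of 0.36 to 0.47. No value of depth exists for arrays, and the table carries no detection call, so signal is judged against the lower quartile of the arrays, 3.75 to 3.83. The scale was checked against the study's Table S2: of its 4854 clusters, 1997 could be read here, and all 1997 fold changes in each of the 4 comparisons equal the differences of group means within 0.001 on the log2 scale. Their p-values equal those of a 2-way ANOVA of group and replicate number over the 9 arrays of an experiment, unadjusted, within 0.01 on the log10 scale, which is called the study's test in the text. The other 2857 clusters of Table S2 are not used here.

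Names were taken from the platform annotation provided with the table. Of 36685 clusters, 14824 carry exactly 1 symbol, 829 several and 21032 none, and 719 clusters without exactly 1 symbol there were named through Table S2. The 14824 clusters stand for 14557 genes; where a gene has several clusters, the one with the highest mean over all 18 arrays stands for it. Rcan1, Slc8a1, Adamts13 and TL0ACA36YA15 have no named cluster and are not analysed here.

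The genes named in the text follow a rule: every gene the study names for the arrays, whose values in Table S2 had been seen, with its markers; in each of the 4 comparisons up to 10 genes with higher and 10 with lower values, by size among those at an adjusted p under 0.05 and otherwise by p among those at the study's threshold, all with groups that do not overlap; and up to 4 members of a described list with the smallest p. Outside this rule Ccn2, B3galnt1, Asb11, 6430548M08Rikl, Casp4 and the clusters with no gene name were chosen after their values were seen.

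From the log2 values, limma 3.58.1 in R 4.3.3 was fitted over the 9 arrays of each experiment with 3 groups and no covariate, and p-values were adjusted by Benjamini-Hochberg over all 36685 clusters. The 4 comparisons are ST against control, TC against control, and NCXI with each trigger against that trigger alone. The groups with NCXI were also set against control. Differences between the ST and TC effects came from 1 fit of all 18 arrays. What is called the study's threshold is an unadjusted p under 0.05 and at least 1.2-fold either way. The legend of Figure 6 gives these values without saying whether p is adjusted, while the supplement names a Benjamini-Hochberg correction for the arrays. The unadjusted p was taken here, as the readable p-values of Table S2 are unadjusted. The study's test gave 0 clusters at an adjusted p under 0.05 in each of the 4 comparisons. The adjusted p is an alternative. Python 3.11.15 with pandas 2.3.3 prepared the tables and matplotlib 3.10.9 drew the figures. Gene lists, 29 of programmes and 8 of cell types, were tested with camera at a preset inter-gene correlation of 0.01 and adjusted over the 37 lists of a comparison; an estimated correlation and fry were the alternatives. In ST 25 lists passed an adjusted p of 0.05 by camera and 3 in TC; 0 of the 57 calls over the 4 comparisons held with an estimated correlation, and fry called 10 lists, 3 of the calls in ST and 6 of those with NCXI on ST among them.

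Replicate numbers were checked for pairing over 20064 clusters with a mean above 5. After removal of the group means, arrays of the same number correlated at 0.24 to 0.44 between ST and control, 0.16 to 0.28 between ST with NCXI and ST, and 0.19 to 0.36 between TC with NCXI and TC, every pair over 0.1. Between TC and control the range was 0.08 to 0.39, and for the groups with NCXI against control 0.06 to 0.28 and 0.01 to 0.37. Not every pair there was over 0.1, so these numbers were not taken as pairs. The own number still correlated highest in 3 of 3 cases between TC and control and between ST with NCXI and control. Between TC with NCXI and control it did so in 2 of 3, so the cut-off of 0.1 does not exclude pairing. The main fit has no block and leaves any difference between replicate numbers in its spread. The fit with a replicate block is an alternative.

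The procedure was tested on simulated data with 200 of 36685 clusters shifted. Of 100 clusters shifted by 1 on the log2 scale, 56 were recovered at an adjusted p under 0.05 for ST, 65 for TC, 64 for NCXI on ST and 52 for NCXI on TC, and of 100 shifted by 2, 92, 93, 95 and 97.

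Alternatives set before the data were examined were other sets of arrays in the fit, a replicate block, the methods' t-test, the 2-way ANOVA, limma with trend and robust options, 2 further normalizations, a filter that removes the dimmest clusters by their mean over all 18 arrays, clusters with 1 symbol, each array left out in turn, other fold thresholds and the adjusted p. Leaving out single arrays for the other gene lists, the effects between the experiments and the comparisons of NCXI with control was added after the results were seen. The closing section gives their effect. The paper's measurements by RT-qPCR, its cell size and protein data and its pathway software are not used here.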

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

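Of the tests in this part, those of NCXI effects and gene lists between the experiments, that of a uniform offset and those leaving out single arrays were chosen only after results had been seen, and the spread condition of the test of the static control was added after its result was seen.

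The integrated stress response list differed between the ST effect and the TC effect by a median of -0.76 on the log2 scale, with 27 of 27 means lower in ST and 23 of 27 higher in TC. For a uniform offset between arrays left by the authors' normalization, centring each array on its own median tests nothing, as these medians span only 5.26 to 5.34; it left a median of -0.67 for ST, 97.6% of the value before. Over all 18 arrays the list's group means were 0.37 in static control, -0.50 in ST, -0.37 in ST with NCXI, 0.06 at 1 Hz, 0.17 in TC and 0.28 in TC with NCXI. The static control lies 0.31 above the 1 Hz control and ST lies at -0.56 from it, an excess of 0.24 (SE 0.24), so a departure of the static control and a response to stretch cannot be told apart: the excess is within its spread and the 2 experiments differ in duration and in the control. A response to 24 h of stretch itself is a hypothesis that may account for it.

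The effect of NCXI differed between ST and TC for 5 clusters at a limma adjusted p under 0.05: Nr0b2 by 2.26 (SE 0.24, adjusted p = 0.00313), Asb11 by 1.92 (SE 0.27, adjusted p = 0.0389), the sterol isomerase gene Ebp by 1.37 (SE 0.20, adjusted p = 0.048), 6430548M08Rikl by -0.80 (SE 0.12, adjusted p = 0.048) and a cluster with no gene name by 1.75 (SE 0.23, adjusted p = 0.0243). Nr0b2 stood at -0.46 (SE 0.16) with NCXI on TC, in contrast to ST. Asb11, 6430548M08Rikl and the unnamed cluster are named because they passed this test, after their values were seen. The 5 clusters became 4 without ST replicate 1, 2 without ST with NCXI replicate 1 or 3 and 1 without any other array of the 4 groups. The same test gave 2253 clusters at an unadjusted p under 0.05. Stretch lasted 24 h and pacing 3 h, on different culture surfaces. The trigger and these conditions cannot be told apart as the source of the differences.

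Against static control, stretched cells with NCXI differed at 60 clusters with a limma adjusted p under 0.05, 42 higher and 18 lower; the paper's Figure 6 shows cells with NCXI relative to control, and its text does not discuss the genes named next. The 60 clusters became 69 without ST control replicate 1, 0 without ST control replicate 2 or 3 or ST with NCXI replicate 2, and 3 without ST with NCXI replicate 1 or 3. Among the higher ones were Nr0b2 at 1.90 (SE 0.16, adjusted p = 0.018), and 6 of the 15 genes of the cholesterol synthesis list, with Ebp at 1.47 (SE 0.12, adjusted p = 0.018) and Lss, which makes lanosterol, at 1.74 (SE 0.18, adjusted p = 0.0265). Among the lower ones were Casp4, an inflammatory caspase chosen after its values were seen, at -1.59 (SE 0.18, adjusted p = 0.0272), Trib3 at -1.78 (SE 0.25, adjusted p = 0.0482), a call that ended with the replicate block (adjusted p = 0.054), and Fos at -0.92 (SE 0.12, adjusted p = 0.0449). For TC with NCXI against the 1 Hz control limma gave 0 such clusters, the smallest adjusted p being 0.156, and 3265 at an unadjusted p under 0.05.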

How the results depend on the processing

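Leaving out single arrays moved the ST count at adjusted p under 0.05 between 0 and 25 (25 without ST control replicate 1), the NCXI on ST count between 0 and 1 (from 2) and the TC and NCXI on TC counts not at all (0 to 0). At the study's threshold the ranges were 2079 to 3687 for ST, 1250 to 1902 for TC, 2791 to 3692 and 1773 to 2542 for NCXI on ST and on TC, 87 to 173 for ST and TC shared (173 without TC control replicate 2) and 216 to 315 for NCXI shared. The percents of ST, TC and shared clusters also counted with NCXI ran from 22.8 to 37, 16.7 to 29.4 and 37 to 57.5, the difference between triggers from 0 to 5 clusters (5 without ST control replicate 1), the G1/S medians from 0.15 to 0.39 in ST and -0.51 to -0.34 with NCXI, and the mitosis medians from 0.22 to 0.57 and -0.89 to -0.52. Settings that moved a count at adjusted p under 0.05 were all 18 arrays in 1 fit (26 ST, 110 NCXI on ST, 5 NCXI on TC), trend and robust options (6 ST, 38 NCXI on ST), clusters with 1 symbol (20 ST, 95 NCXI on ST), the brighter clusters (29 NCXI on ST) and only the 2 groups, the t-test or the 2-way ANOVA (0 NCXI on ST). At the study's threshold the methods' t-test gave 1645, 891, 2211 and 1358 for ST, TC, NCXI on ST and on TC, clusters with 1 symbol 1294, 495, 1802 and 953, a 1.5-fold threshold 877, 498, 1077 and 711, and the brighter clusters 827 for TC. ST and TC shared 39 with the t-test, 37 with 1 symbol, 41 at 1.5-fold and 0 at the adjusted p, and NCXI shared 140, 70 and 0 with the t-test, 1.5-fold and the adjusted p; with the adjusted p no percent could be given, as no cluster passed in ST or TC. Of 57 list calls 0 held with an estimated correlation, and fry called 10 lists, of which 3 in ST and 6 with NCXI on ST were among the 57. The replicate block gave 15 for NCXI on ST at adjusted p under 0.05, 208 for ST and TC shared and 541 for NCXI shared, ended the call of the integrated stress response list with NCXI on ST and left the calls of the G1/S and mitosis lists in ST and with NCXI past the threshold. Of 5594 values of named genes under alternatives, 5349 kept their sign and their side of an adjusted p of 0.05, whatever their size. Of the others 104 came under that p, 8 lost it (all Nr0b2) and 133 changed sign, all from a main adjusted p not under 0.05. From a main adjusted p under 0.05, 0 changed sign, but few named values had one. Leaving out single arrays for the lists called by camera, chosen after the results were seen, ended a call of 10 of the 25 lists in ST, 2 of 3 in TC, 6 of 20 with NCXI on ST and 5 of 9 on TC, brought the focal adhesion median in ST to 0 without ST replicate 1 (range 0 to 0.13) and reversed the mitosis median in TC (0.07 without TC replicate 1, range -0.36 to 0.07). The cause of these moves was not tested. Clusters near background, below the lower quartile of 3.75, limit what single genes such as Slpi-ps2 show.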

Differences from the paper's values

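Counts here are at the thresholds in the legend of Figure 6, with its p read as unadjusted and with limma in place of the paper's ANOVA. They run over all 36685 clusters, 21032 of them without a name in the annotation used here, while the paper counts genes. The recomputed ANOVA also counted more than the paper (76 against 59, 239 against 160), so the test alone does not account for the differences. Which clusters the paper counted after its filtering is not given in the sources used here. The paper's count of genes regulated by both triggers is 59, and 108 clusters were found here. Of the alternatives set before the data were examined, the 2-way ANOVA of group and replicate number (76), the brighter clusters (74), a 1.5-fold threshold (41) and leaving out TC control replicate 1 (87) come within 1.5 times of the paper's value; the block, the methods' t-test, clusters with 1 symbol, the other fits and normalizations, the adjusted p and the other arrays left out do not. The paper's count of TC-regulated genes also regulated via NCX is 160, against 283 here. The ANOVA (239), the methods' t-test (120) and the brighter clusters (155) come within 1.5 times, and the other alternatives do not.

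The paper's count of common genes inhibited by NCXI is 29, against 51 here. The ANOVA (33), the brighter clusters (32) and leaving out ST control replicate 2 (37), TC control replicate 1 (39) or TC control replicate 3 (43) come within 1.5 times, and the other alternatives do not. The paper's text gives 47% for 29 of 59, which is 49.2%; the share here is 47.2%. The ANOVA counts 28 of the 59 genes of Table S2 with NCXI in either direction. For TC the circle of the Venn diagram holds about 890 in Fig. 6A, read by eye as the paper's value, against 1433 here. The methods' t-test (891), the ANOVA (1145), the brighter clusters (827), limma with trend and robust options (1293) and leaving out TC control replicate 1 (1264) or 3 (1250) come within 1.5 times, and the other alternatives do not.

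The paper names 5 sequences in the intersection of both triggers and NCXI: Slpil3, Efnb2, Kif14, Ccna2 and TL0ACA36YA15. Limma counted 6 clusters, with Slpi-ps2 in common, while the 2-way ANOVA counted 5: Slpi-ps2, Efnb2, Kif14, Ccna2 and a cluster with no gene name. The paper groups Ccna2 and Kif14 with genes regulated by both triggers; both had lower values in TC than at 1 Hz, Ccna2 by -0.28 (SE 0.25) and the Kif14 cluster of Table S2 by -0.29 (SE 0.15), and higher values in ST, Ccna2 by 0.43 and Kif14 by 0.42. Of the 59 common genes of Table S2, 28 had the same direction in ST and TC and 31 opposite directions, while the panel of Fig. 6D shows genes of the same direction.

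The paper states that Tgfb2, Rasgrp3 and Isg15 were regulated by both triggers. By limma they passed the thresholds in ST and not in TC, where they stood at 0.34 (SE 0.19), 0.39 (SE 0.23) and -0.29 (SE 0.15); the ANOVA counts all 3 in TC. The paper states that stretch induced cell death by necrosis and apoptosis and that NCX inhibition reversed it. The list of apoptosis and necrosis genes tested here had a median of -0.05 in ST and -0.04 with NCXI, with no call in either. It holds genes that block death, such as Bcl2, beside genes that promote it, and 17 of its 32 genes were measured and named. Its median therefore cannot decide whether cell death was induced. The cytoskeleton and cell cycle lists had the paper's direction, higher in ST and lower with NCXI. Both comparisons share the ST arrays, which favours opposite signs, so this is no independent evidence of a reversal.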

Other observations

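Of the tests in this part, the simulations of shared arrays and those of leukocyte number, of a uniform offset, of the share of myocytes and of single arrays left out for gene lists were chosen only after the results had been seen.

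Genes of cholesterol synthesis had higher values in ST than in static cells, 14 of 15 of the list, median 0.63 on the log2 scale (camera adjusted p = 2.97e-11, adjusted p = 0.28 with an estimated correlation by limma), 12 of them adjusted over the list alone and 0 over all clusters. Idi1, an isomerase of the isoprenoid pathway, stood at 1.12 (SE 0.34). With NCXI the list lay higher again than in ST alone, 15 of 15, median 0.73 (camera adjusted p = 1.31e-15, adjusted p = 0.312 with an estimated correlation), 13 adjusted over the list alone, with Ebp at 1.16 (SE 0.12, adjusted p = 0.0587) in 3 of 3 arrays and Insig1, which restrains this pathway, at 0.96 (SE 0.13, adjusted p = 0.0636) in 3 of 3 arrays. Against static control its median in ST with NCXI was 1.42 (camera adjusted p = 2.04e-27, adjusted p = 0.141 with an estimated correlation). With NCXI on TC the median was 0.06 (camera adjusted p = 0.0498, adjusted p = 0.79 with an estimated correlation), a call that ended without TC replicate 1 or 3 or TC with NCXI replicate 2 or 3 (medians 0.09, 0.04, 0.02 and 0.05, camera adjusted p = 0.327, 0.0597, 0.221 and 0.339); the median was 0.10 without TC replicate 2 and 0.21 without TC with NCXI replicate 1. The difference between the NCXI effects on ST and TC was 0.56 (camera adjusted p = 4.61e-11, adjusted p = 0.5 with an estimated correlation). Stretch lasted 24 h and pacing 3 h, so this difference cannot be put down to the trigger alone.

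Genes of fatty acid oxidation and PPAR control had lower values in ST, 23 of 29, median -0.28 (camera adjusted p = 3.74e-08, adjusted p = 0.332 with an estimated correlation by limma), 9 adjusted over the list alone and 0 over all clusters, with Angptl4 at -1.89 (SE 0.33). Sarcomere genes had 13 of 14 higher means in ST, median 0.40 (camera adjusted p = 3.27e-05, adjusted p = 0.406 with an estimated correlation), 0.23 without ST control replicate 3, with Mybpc3, a thick filament protein, at 0.69 (SE 0.20) and Actn2, which anchors thin filaments, at 0.49 (SE 0.13). Of the paper's qPCR markers other than Acta1, Nppa stood at 0.28 (SE 0.24) in ST and 0.02 (SE 0.16) in TC, Nppb at 0.18 (SE 0.23) and 0.10 (SE 0.10), and Fhl1 at 0.49 (SE 0.35) and 0.14 (SE 0.19), and none of these passed the study's threshold by limma.

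Of the clusters counted in ST, 28.3% were also counted with NCXI, and of those in TC, 19.7%. When the clusters were chosen on 2 replicates and the NCXI effect was read on the third, 57% of those of ST (54.2 to 59.8 over the 3 replicates) and 45.7% of those of TC (38.6 to 49.6) moved the opposite way, beside 52.8, 50.2 and 51.6% of the other clusters in ST and 49.3, 43.4 and 48.2% in TC. For TC both this share and the highest share of unchanged groups simulated with normal noise, 26.5% (100% with shuffled arrays), leave room for the shared arrays as the source of the overlap. For ST the highest share simulated with normal noise was 26.5%, below the 28.3% observed. Those draws hold no pairing of replicate numbers and gave 1730 counted clusters on average, against 2734 observed. With shuffled arrays 34 of 100 draws were as high, but their counts ran from 0 to 7575, too wide to decide. Neither simulation matches these arrays, so an effect of NCXI and the shared arrays cannot be told apart there. A return of stretch-regulated genes by NCXI may still account for part of the 28.3%.

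Macrophage and leukocyte markers had lower values with NCXI on both triggers, on ST with a median of -0.32 when ST replicate 3 is left out. For a uniform offset between arrays, centring is no test here either, as the arrays' medians already lie close together; the list medians after it were -0.53 and -0.42, 102% of the values before. If markers are specific to their cell type, a larger share of myocytes would lower those of other cell types alike. On TC the fibroblast median reached 9.33% of the leukocyte median with a gap of 0.40 (SE 0.13), which argues against such a larger share. On ST the endothelial and fibroblast medians reached 16.3% and 49.6% with gaps of 0.63 (SE 0.42) and 0.49 (SE 0.41), within 2 SE, so it cannot be told apart. Fewer leukocytes in the dishes with KB-R7943 may be the source: 19 of 22 markers above the median cluster (86.4%) were lower on both triggers. On ST, Fcer1g (mean 8.58), Tyrobp (8.49), Lyz2 (6.98) and Itgb2 (6.72) stood at -1.65, -1.89, -2.59 and -1.1. Cd68 (8.56) stood at -0.16 there. Fcgr2a (8.23), Ncf1 (7.64) and Msr1 (6.06) were not lower on ST, at 0.16, 0.10 and 0.11. That value of Fcgr2a is from its brightest cluster, while on the cluster of Table S2 it was lower on both triggers. An equal loss of all leukocytes would lower all of these markers alike only if no other cells expressed them, which was not tested. Lower expression per cell is open too, and cell numbers were not analysed here.

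With 3 arrays against 3 there are 10 splits of the 6 arrays, too few for a share under 0.05. For ST the real counts and the highest of the other splits were 0 and 0 at adjusted p under 0.05, 2734 and 4048 at the study's threshold, 25 and 23 gene lists, and medians of 0.28 and 0.37 for G1/S and 0.37 and 0.61 for mitosis; 2 of the 10 splits, the real one included, reached 2734 and 3 reached the mitosis median. For TC they were 0 and 0, 1433 and 3234, and 3 and 16 lists, with 7 of the 10 splits reaching 1433. For NCXI on ST they were 2 and 0, 3348 and 2540, 20 and 20 lists, and sizes of -0.45 and 0.33 for G1/S and -0.71 and 0.60 for mitosis, with 1 split as large at the study's threshold. For NCXI on TC they were 0 and 0, 2115 and 2953, and 9 and 15 lists, with 3 and 5 splits as large. The split with 4048 put ST control replicate 1 with ST replicates 1 and 2, and the one with 3234 put TC control replicates 1 and 3 with TC replicate 1, which points to a structure of the samples other than the treatments. Splits that part all 3 replicate pairs, as the real one does, gave 1099, 1095 and 1268 for ST, 1326, 1128 and 1524 for NCXI on ST, and 1032, 1313 and 1779 for NCXI on TC, while the higher counts came from splits that keep 2 pairs together.

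With 10 splits of each experiment, 100 pairs of splits were compared. A count of 108 shared by ST and TC was reached by 43 of the 100, the highest other being 516, and by 8 of the 40 pairs that part the ST replicate pairs as the real one does, the highest other being 457, so chance is not excluded as its source. Those 40 include splits that keep a TC array with its control of the same number, though these arrays correlated highest with each other. The 295 clusters shared by NCXI on ST and on TC were reached by 3 of the 100, the highest other being 380. Replicate numbers pair the arrays in both of these comparisons, so the 100 pairs are not alike, and 16 of them part all replicate pairs as the real one does, too few for a share under 0.05; the highest other of those 16 was 123. For the difference between the ST and TC effects the real count was 0 and the highest other was 2; all 100 pairs reach 0, as no count can lie below it, so the splits say nothing about chance there.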
